# Stem cell secretome treatment improves whole‐body metabolism, reduces adiposity, and promotes skeletal muscle function in aged mice

**DOI:** 10.1111/acel.14144

**Published:** 2024-03-18

**Authors:** Zachary J. Fennel, Paul‐Emile Bourrant, Anu Susan Kurian, Jonathan J. Petrocelli, Naomi M. M. P. de Hart, Elena M. Yee, Sihem Boudina, Hans S. Keirstead, Gabrielle Nistor, Scott A. Greilach, Nicole C. Berchtold, Thomas E. Lane, Micah J. Drummond

**Keywords:** adipogenesis, fibrosis, lipids, metabolic rate, sarcopenia, stem cells

## Abstract

Aging coincides with the progressive loss of muscle mass and strength, increased adiposity, and diminished physical function. Accordingly, interventions aimed at improving muscle, metabolic, and/or physical health are of interest to mitigate the adverse effects of aging. In this study, we tested a stem cell secretome product, which contains extracellular vesicles and growth, cytoskeletal remodeling, and immunomodulatory factors. We examined the effects of 4 weeks of 2×/week unilateral intramuscular secretome injections (quadriceps) in ambulatory aged male C57BL/6 mice (22–24 months) compared to saline‐injected aged‐matched controls. Secretome delivery substantially increased whole‐body lean mass and decreased fat mass, corresponding to higher myofiber cross‐sectional area and smaller adipocyte size, respectively. Secretome‐treated mice also had greater whole‐body physical function (grip strength and rotarod performance) and had higher energy expenditure and physical activity levels compared to control mice. Furthermore, secretome‐treated mice had greater skeletal muscle Pax7+ cell abundance, capillary density, collagen IV turnover, reduced intramuscular lipids, and greater Akt and hormone sensitive lipase phosphorylation in adipose tissue. Finally, secretome treatment in vitro directly enhanced muscle cell growth and IL‐6 production, and in adipocytes, it reduced lipid content and improved insulin sensitivity. Moreover, indirect treatment with secretome‐treated myotube culture media also enhanced muscle cell growth and adipocyte size reduction. Together, these data suggest that intramuscular treatment with a stem cell secretome improves whole‐body metabolism, physical function, and remodels skeletal muscle and adipose tissue in aged mice.

**Abbreviations**
%: percent
4E‐BP1: eukaryotic translation initiation factor 4E binding protein
Akt: protein kinase B
B‐CHP: collagen hybridizing peptide
CD31: cluster of differentiation 31
Cer: ceramide
CLAMS: Columbus Instruments Comprehensive Lab Animal Monitoring System
CM: cultured media
COL‐IV: collagen IV
CSA: cross‐sectional area
DAG: diglyceride
DAPI: 4’,6‐diamidino‐2‐phenylindole
ERK1/2: extracellular signal‐regulated kinase 1/2
E‐WAT: epididymal fat pad
FBXO32: f‐box protein 32
FOXO3a: forkhead box O3
GTT: glucose tolerance test
h: Hours
H&E: hematoxylin and eosin
HOMA‐IR: homeostatic model assessment for insulin resistance
HSl: hormone sensitive lipase
IF: immunofluorescence
IL‐6: interleukin 6
I‐WAT: inguinal fat pad
min: minutes
mTOR: mechanistic target of rapamycin
MUSA1: f‐box protein 30
MyHC: myosin heavy chain
NMR: nuclear magnetic resonance
OCT: optimal cutting temperature compound
P/T: Phospho‐total
Pax7: paired box protein pax‐7
PGC‐1α: peroxisome proliferator‐activated receptor‐gamma coactivator 1 alpha
qPCR: real‐time polymerase chain reaction
RER: respiratory exchange ratio
RNA: ribonucleic acid
rps6k: ribosomal binding protein S6 kinase B1
TAG: triglyceride
Traf6: tumor necrosis factor receptor associated factor 6
USP: United States pharmaceutical
VCO_2_
: carbon dioxide production
VO_2_
: oxygen consumption

## 1 INTRODUCTION

Aging is accompanied by the progressive development of frailty, chronic diseases, and impaired quality of life. While multifaceted, the severity of the aging phenotype is largely controlled by musculoskeletal and metabolic health and associated cellular and molecular underpinnings (Fried et al., 2021; Kennedy et al., 2014). Skeletal mass and function as well as metabolic health are markedly impaired in older adults and are associated with numerous negative health effects under the umbrella of aging (Larsson et al., 2019; Pontzer et al., 2021). Aged skeletal muscle is characterized by structural disorganization (Wood et al., 2014), fibrosis, neuromuscular degeneration (Liu et al., 2017), blunted growth, and impaired regenerative capacity (Tidball et al., 2021). Similarly, adipose tissues exhibit metabolic dysregulation (Goodpaster et al., 2005), adverse redistribution (Goodpaster et al., 2005), and inflammatory profiles in aged individuals (Wang et al., 2022). Moreover, aging‐induced muscle and adipose dysfunction, either individually or combined (termed sarcopenic obesity) (Trouwborst et al., 2018), diminish the effectiveness of exercise and dietary interventions (Peterson et al., 2011; Phillips et al., 2017) and lead to generalized frailty, increased disease morbidity, and ultimately, pre‐mature mortality (Fried et al., 2021; He et al., 2021; Kennedy et al., 2014). Therefore, there is great interest in the development of therapeutic strategies that target age‐related deficits in musculoskeletal and adipose tissue health that result in improved physical activity and physical function levels (Chakhtoura et al., 2023; Kwak & Kwon, 2019).

Stem cell therapies show promise in regenerative medicine, yet when delivered directly may induce adverse responses. However, secondary approaches have arisen including the enrichment of culture media with stem cell secretory factors (Fix et al., 2021; Kim et al., 2016; Sandonà et al., 2021; Sanz‐Ros et al., 2022; Wu et al., 2022). These secretomes include numerous soluble and encapsulated (extracellular vesicles) signaling molecules (cytokines, growth factors) that exert cellular and tissue adaptive effects (Daneshmandi et al., 2020; Hsieh et al., 2013; Sandonà et al., 2021). Suitably, secretome products from various stem cell origins have been utilized to enhance muscular outcomes and combat the effects of aging in mice (Sanz‐Ros et al., 2022), including use of these products in a regenerative capacity following muscular atrophy or damage (Amankwaah et al., 2019; Fix et al., 2021; Wu et al., 2022). For example, we previously demonstrated that intramuscular secretome treatment reduces the loss of muscle mass and strength associated with disuse‐atrophy and accelerates recovery from hindlimb unloading‐associated atrophy (Fix et al., 2021). Similarly, others have shown that intravenous treatment with extracellular vesicles from adipocyte‐derived stem cells improves muscular strength and function and decreases frailty in old mice (Sanz‐Ros et al., 2022). Ostensibly, stem cell secretome treatments can combat the effects of aging in skeletal muscle, yet the secondary whole‐body effects including changes in adipose tissue and body composition, as well as metabolic function are unknown.

Therefore, the purpose of this study was to investigate the effects of twice weekly intramuscular treatment for 4 weeks with a pluripotent stem cell secretome product in aged mice on whole‐body metabolism (energy expenditure, tissue composition, activity levels), physical function, as well as skeletal muscle and adipose tissue remodeling. Furthermore, we examined the acute skeletal muscle transcriptional response to the secretome treatment as well as the autocrine and paracrine effects of the secretome product on muscle cells and adipocytes in‐vitro. We hypothesized that chronic intramuscular secretome treatment would ameliorate muscle aging (decrease muscle fibrosis, increase capillarity, stem cells, and myofiber hypertrophy) and adiposity while improving whole‐body energy metabolism and physical function capacity in aged mice. Moreover, we hypothesized that acute secretome treatment would directly and indirectly impact C2C12 muscle cell growth and reduce lipid accumulation in 3T3‐L1 adipocytes.

## 2 METHODS

### 2.1 Animals and experimental design

Male C57BL/6 mice (obtained from the National Institute of Aging rodent colony) began experiments at 22–24 months and finished at 23–25 months. Mice were maintained in a temperature‐controlled (22–23°C) facility on a 12:12‐h light/dark cycle and housed with ad libitum food and water access. After ≥1 week of acclimating to their cages, mice were assigned to either secretome treatment or saline control groups (*n* = 16/group) in a matched fashion (body, fat, and lean mass). After the intervention, a subset of mice (*n* = 6/group) underwent metabolic chamber measurements (detailed below). These same mice were utilized to examine the effects of secretome/saline treatment and withdrawal for 2 weeks after the final injections. Most of the remaining mice (*n* = 8/group) were fasted for ~4 h and euthanized under isoflurane followed by cervical dislocation. Tissues (quadriceps, gastrocnemius, inguinal: I‐WAT and epididymal: E‐WAT fat pads, heart, liver) were dissected, weighed, and placed in paraformaldehyde, frozen in liquid nitrogen, or frozen in optimal cutting temperature compound (OCT) (Fisher Scientific 23‐730‐571, Waltham, MA, USA) in isopentane, and stored at −80°C based on the specific analysis. All animal procedures were conducted in agreement with standards set by the University of Utah Institutional Animal Care and Use Committee.

### 2.2 Secretome treatment

The secretome treatment was derived from partially differentiated pluripotent human embryonic stem cells (CSC14, CVCL_B918). Cultured media collected from these cells was pooled, sterile filtered, concentrated, and prepared as a USP‐grade cell‐free stem cell‐based secretome product (IMMUNA; Immunis, Inc., Irvine, CA). Fifty microliters of secretome or saline (0.9% USP) were delivered to the right quadricep muscle via intramuscular injection under sterile conditions twice per week for 4 weeks (8 total injections/mouse). Secretome treatment was injected at a 0.4% concentration in saline based on pilot data and our previous work (Fix et al., 2021).

As previously described by our lab (Fix et al., 2021), the secretome product contains a host of soluble signaling molecules with prominent proteins regulating cellular growth, remodeling, and immunomodulation (Table 1). Extracellular vesicles from the secretome product were examined via nanoparticle tracking followed by microRNA isolation and next‐generation sequencing by an independent party (Creative Biolabs, Inc.). Extracellular vesicles had an average particle size of 118 (nm) and concentration 2.8^12^ (particles/mL), while microRNA concentration was 23 ng/μL with a quality score of 30 (99.9%). The top 10 identified microRNAs and their validated target genes are also presented in Table 1.

**TABLE 1:** Secretome factors.

Growth factors	Fetuin A; Periostin; albumin; TFPI; VEGF R1; Midkine; Pref‐1; IGFBP‐6; Follistatin; IGFBP‐6; ErbB3; GDF‐15; FGF‐1; FGF‐2; insulin; Angiogenin; TGFb1; Angiostatin; ANG‐1.
Remodeling factors	MMP‐9; P‐Cadherin; Nidogen‐1; EMMPRIN; Contactin‐2; TIMP‐1; Legumain; Syndecan‐4; CF XIV; Cathespsin L; BCAM; Syndecan‐1; ICAM‐1; Cathepsin B; Serpin A4; Clusterin; EpCAM; E‐Cadherin; Kallikrein 5.
Immune factors	CD48 Ferritin; PAI‐1; MIF; OPN; GROa; ADAM8; Crystatin B; B2M; Galectin‐1; CXCL16; B7‐H3; GRO; MCP‐1.
Extracellular vesicle‐Contained miRNAs	miR‐93‐5p; miR‐335‐5p; miR‐302d‐3p; miR‐302a‐5p; miR‐302a‐3p; miR‐20b‐5p; miR‐20a‐5p; miR‐16‐2‐5p; miR‐16‐1‐5p; miR‐130a‐3p.
miRNA Gene Targets	CSF1; MAFB; MEOX2; HOXA5; TAC1; ATXN1; DDX6; TPPP3; BCL2; VEGFA.
Soluble factors & top 10 microRNAs (miRNAs) and their gene targets identified from within the secretome treatment categorized by generalized function or as the top 10 most prevalent, respectively. Soluble factor results derived via ELISA analysis as reported by Fix et al. (2021), miRNAs (presented as precursor) and gene targets via nanoparticle tracking and next generation sequencing.	

Abbreviations: ADAM8, A disintigren and metalloproteinase domain‐containing protein 8; ANG‐1, angiopoietin 1; ATXN1, ataxin 1; B2M, beta‐2 microglobulin; B7‐H3, B7 homolog 3; BCAM, basal cell adhesion molecule; BCL2, B‐cell lymphoma 2 apoptosis regulator; CD48, cluster of differentiation 48; CSF1, colony stimulating factor 1; CXCL16, chemokine ligand 16; DDX6, DEAD‐box helicase 6; EMMPRIN, extracellular matrix metalloproteinase inducer; EpCAM, epithelial cellular adhesion molecule; GROa, chemokine ligand 1; HOXA5, homeobox A5; ICAM‐1, intercellular adhesion molecule 1; IGFBP‐6, insulin like growth factor binding protein 6; MAFB, V‐maf musculoaponeurotic fibrosarcoma oncogene homolog B; MCP‐1, monocyte chemoattractant protein‐1; MEOX2, mesenchyme homeobox 2; MIF, macrophage migration inhibitory factor; MMP‐9, matrix metalloproteinase‐9; OPN, osteopontin; PAI‐1, plasminogen activator inhibitor‐1; pref‐1, preadipocyte secreted factor 1; TAC1, tachykinin precursor 1; TFPI, tissue factor pathway inhibitor; TGFb1, transforming growth factor beta 1; TIMP‐1, tissue inhibitor of metalloproteinase 1; TPPP3, tubulin polymerization promoting protein family member 3; VEGF R1, vascular endothelial growth factor receptor 1; VEGFA, vascular endothelial growth factor A.

### 2.3 Body tissue composition and physical function testing

A nuclear magnetic resonance (NMR) instrument (Bruker Minispec MQ20 NMR analyzer, Rheinstetten, Germany) was used to assess whole body tissue composition. In addition, whole‐body strength, plus balance and coordination, were assessed by grip strength and rotarod instrument, respectively, as we have conducted previously (Petrocelli et al., 2021). NMR and grip strength were assessed weekly, while rotarod was tested before treatment and then repeated after the 4‐week intervention. Whole‐body grip strength was assessed using a grip strength meter with a mesh wire attachment (Columbus Instruments, Columbus, OH, USA). After acclimation testing a week prior, mice were placed on the mesh wire and pulled by the base of their tail, parallel to the mesh wire. Peak force was recorded, and an average of three trials was recorded. Balance and coordination were assessed using rotarod testing on a Rotamex‐5 (Columbus Instruments, Columbus, OH). The speed began at 0.1 rpm and increased by 0.3 rpm/s increments with the final recorded time when mice fell off the rotating bar. Each mouse performed the test three times, and an average time was recorded. Mice were acclimated on the rotarod 2 days prior to testing. All physical function tests were conducted by the same research personnel.

### 2.4 Metabolic measurements

To measure whole‐body metabolic parameters, a subset of mice were placed in metabolic cages (CLAMS; Columbus Instruments Comprehensive Lab Animal Monitoring System (Columbus, OH, USA, serial# 180072)) for 72 h at the end of the 4‐week experimental intervention. Mice were single‐housed and acclimated for 48 h with the final 24 h data used for analysis. Respiratory exchange ratio (RER) was calculated from V̇CO_2_ production and V̇O_2_ consumption, and energy expenditure was calculated by dividing heat production (kcal/hr) by body weight. Ambulatory activity was calculated by summing ambulatory beam breaks in the x, y, and z directions. Food intake was calculated from a food scale inside the CLAMS unit.

Prior to tissue collection following the 4‐week experiments, separate mice from above performed a 120‐min glucose tolerance test (10% glucose solution injected at 1 g/kg) with tail blood sampling including assessment of fasting and 30 min fed insulin levels via Ultra‐Sensitive Mouse ELISA kit (Crystal Chem, Elk Grove Village, Il, USA) per manufacturer recommendations.

### 2.5 Immunohistochemistry

Frozen OCT‐embedded quadriceps (cut in a longitudinal plane) were sectioned at a thickness of 10 μm using a Leica cryostat (CM1860, Lecia Biosystems, Wetzlar, DE) and maintained at −20°C until stained. Muscle sections were stained to assess myofiber cross‐sectional area (CSA) and myosin heavy chain (MyHC) fiber type, satellite/muscle stem cell content (Pax7+), capillarization (CD31+), and collagen IV turnover as described previously (Fix et al., 2021; Petrocelli et al., 2021). Detailed methodologies and reagents are reported in the Supplemental Methods.

### 2.6 Fat and liver histology

After dissection, a portion of each fat pad and the left lobe of the liver were placed in 4% paraformaldehyde for 24 h, after which they were stored in 70% ethanol until analysis. Samples were submitted to Associated Regional and University Pathologists (ARUP) laboratories at the University of Utah and the Department of Pathology for hematoxylin and eosin (H&E) (fat pads) while livers were stained for H&E and Masson's trichome. Briefly, samples were embedded in paraffin, sectioned at 5μm thickness then H&E stained to visualize lipid droplets, and trichrome stained to visualize tissue fibrosis. Slides were imaged on a Zeiss Slide Scanner Axio Scan.Z1 (Carl Zeiss Inc.) with a 10× (fat pads, liver trichrome) or 20× (liver H&E) objective lens. Fat pad images were analyzed using a Fiji plugin Adiposoft as described by others (Galarraga et al., 2012) to determine average adipocyte diameter for each sample across three randomly selected fields. Liver lipid accumulation was assessed from H&E images in Fiji, briefly, by thresholding to identify lipid droplets, analyzing particles, and removing erroneous areas from analysis. Liver fibrosis was analyzed using the Automated Fibrosis Analysis Toolkit plugin for Fiji as described elsewhere (Gratz et al., 2020).

### 2.7 RNA sequencing and Western blotting

In a separate experiment to determine the acute effects of the secretome treatment on muscle, we delivered a single intramuscular treatment of secretome or saline to C57BL/6 mice (26–28 months old) in a fasted (4 h) state. Three hours after injection, mice were euthanized, and injected quadriceps were collected for bulk RNA sequencing, qPCR, and immunoblotting. Hallmark, KEGG, and REACTOME pathways were identified using the fast gene set enrichment analysis in MSigDB using a 5% FDR. Data can be found on the Gene Expression Omnibus (GSE242211).

Injected quadriceps muscle from the acute and 4‐week experiments as well as adipose pads from the 4‐week investigation were additionally used to isolate RNA and/or protein for downstream real‐time PCR and western blotting for anabolic, catabolic, and metabolic targets. Additional details on methodology can be found in the Supplemental Methods.

### 2.8 Lipidomics

A portion of injected quadricep muscle (~15 mg) from the 4‐week experimental study was used to extract lipids and prepare samples for liquid chromatography mass spectrometry (LC–MS) metabolomic analysis as described elsewhere (de Hart et al., 2023). Processed lipid metabolites including triglycerides, ceramides, and diacylglycerides with relative standard deviation less than 30% of quality controls were examined individually and as population totals. Detailed methods for all analyses can be found in the Supplemental Methods.

### 2.9 Adipocyte and muscle cell culture experiments

C2C12 myoblasts were grown to confluence then differentiated for ~4 days under standard conditions in 6‐well dishes. Media was replaced every 48 h during growth and differentiation. Cultured myotubes were treated with 4% secretome product replacement for 24 h based on previous experiments (Fix et al., 2021) and analyzed for changes to myotube area and fusion index (*n* = 6). Separate groups of control and treated (4% secretome) myotubes were used to produce culture media for 3 h (*n* = 6). Culture media was then placed on fully differentiated myotubes for 24 h to assess autocrine and paracrine effects of cultured media followed by the same measurements described above (*n* = 4). Cultured media replicates (*n* = 7) and undiluted secretome product (*n* = 3) were additionally tested for IL‐6 concentration using a Mouse Quantikine ELISA Kit per manufacturer recommendations (R&D Sytems, Minneapolis, MN, USA). Detailed methodologies and reagents can be found in the Supplemental Methods.

3T3‐L1 preadipocytes were prepared according to manufacturer recommendations then differentiated into adipocytes in 8‐well chamber slides for 5–7 days until confluent, followed by 3 days of differentiation, and finally cellular maintenance and treatment (Montanari et al., 2019). Media was replaced every 48–72 h during growth and differentiation. Replicate wells of cultured adipocytes (*n* = 7) were treated via 5% or 20% secretome product media replacement for 24 h and compared to untreated controls. Adipocytes were stained and assessed for content as described elsewhere (Montanari et al., 2019) and in the Supplemental Methods. Separate groups (*n* = 6) of control and treated adipocytes (20% secretome) with and without insulin treatment (100 nM) were then analyzed for insulin sensitivity via western blot (Akt phosphorylation, Ser473). Finally, groups of differentiated 3T3‐L1 adipocytes (*n* = 4) were treated with 20% media replacement using the C2C12 culture mediums above and assessed as previously described.

### 2.10 Statistical analyses

All data are shown as mean ± SD. Where appropriate, one‐way or two‐way ANOVAs were used with Holm‐Bonferroni or Dunnett's multiple comparisons test. If missing data points were present or groups were unbalanced, mixed effects analysis was used in place of ANOVA. When comparing two groups at a single time point, unpaired and paired *t*‐test were used where appropriate. Data sets were assessed visually for normality via Q–Q plots, skewedness, and kurtosis, and tested with Shapiro‐Wilks test if necessary. Statistical significance was set to *p* < 0.05. GraphPad Prism (v10.0.1, La Jolla, CA, USA) was utilized for all statistical analyses and figure assembly.

## 3 RESULTS

### 3.1 Secretome treatment enhanced whole‐body metabolic rate and physical activity levels in aged mice

To explore the whole‐body metabolic effects of secretome treatment on aged mice, we performed 24 h of metabolic profiling following 4 weeks of secretome treatment versus saline using CLAMS (Figure 1a, b). We found that secretome‐treated mice displayed greater oxygen consumption (Figure 1c; 3347 ± 353 vs. 2957 ± 233 mL/kg/hr, *p* < 0.01), CO_2_ production (Figure 1d; 3237 ± 440 vs. 2832 ± 312 mL/kg/hr, *p* < 0.01), and dark cycle respiratory exchange ratio (Figure 1e; *p* = 0.02) compared to control mice. Accordingly, 24‐h energy expenditure (Figure 1f; 0.016 ± 0.0 vs. 0.014 ± 0.0, kcal/kg/hr *p* < 0.01), physical activity levels (Figure 1g; 1377 ± 603 vs. 1041 ± 369 X + Y + Z, *p* < 0.01), and food intake (Figure 2h; 6.6 ± 1.3 vs 5.6 ± 1.2 g, *p* < 0.01) were significantly elevated in secretome‐treated compared to control mice. Following 4‐weeks of secretome treatment, mice did not have different fasting glucose (83.1 ± 9.5 vs. 90.0 ± 10.0 mg/dL, *p* = 0.70) or responses to glucose stimulation following an i.p. glucose tolerance test measured by area under the curve analysis (150.3 ± 52.8 vs. 143.8 ± 41.7 au, *p* = 0.81) compared to control mice. Similarly, insulin levels were not different at fasting (0.55 ± 0.13 vs. 0.46 ± 0.06 ng/mL, *p* = 0.20) or following glucose injection (0.97 ± 0.16 vs. 0.98 ± 0.07 ng/mL, *p* = 0.96) comparing secretome‐treated and control mice. Moreover, HOMA‐IR (fasting insulin × fasting glucose) was not different between the groups (2.0 ± 0.6 vs. 1.8 ± 0.2 au, *p* = 0.46).

**FIGURE 1:**
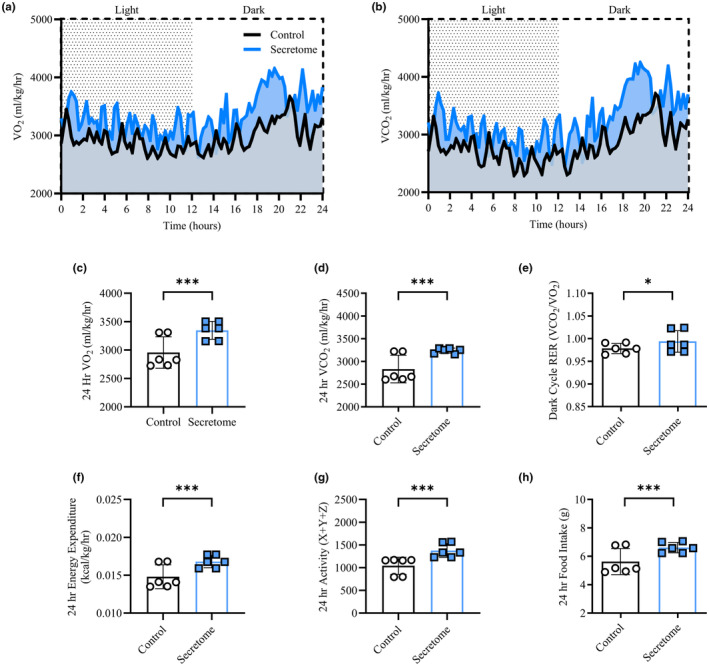
Whole‐Body Metabolic Profile. Oxygen consumption (VO_2_ – ml/kg/hr) and carbon dioxide production (VCO_2_ – ml/kg/hr) across 24 h in comprehensive lab animal monitoring system (CLAMS) for control and secretome‐treated mice (a, b). 24‐h average VO_2_ (c) and VCO_2_ (d), 12‐h average dark cycle respiratory exchange ratio (RER – VCO_2_/VO_2_; e), 24‐h average energy expenditure (f; kcal/kg/hr), activity (g; movement – X + Y + Z), and food intake (g) (h). All data presented as mean ± SD, white bars represent controls while blue squares represent secretome‐treated mice. *n* = 6 for both groups. * indicates significant difference between conditions for the indicated timepoints with * = *p* < 0.05, ** = *p* < 0.01, and *** = *p* < 0.001.

**FIGURE 2:**
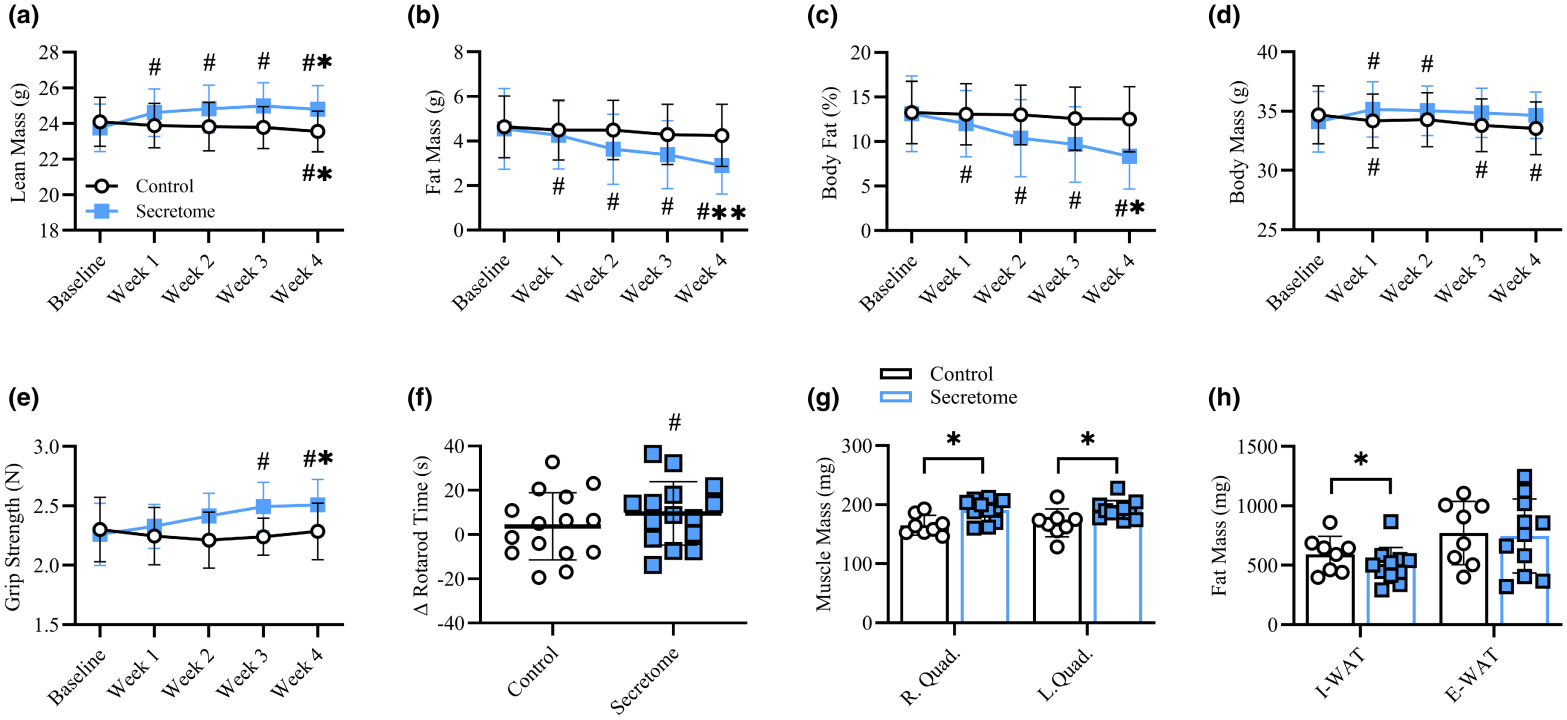
Whole body Tissue and Physical Function Changes. Weekly changes lean mass (a), fat mass (b), body fat % (c), and body mass (d) for control and secretome‐treated mice. Weekly whole‐body grip strength (e) and change (Δ) in rotarod performance time from baseline (f). Quadriceps mass (g) and fat mass (h) following 4‐weeks. Control mice are represented by black circles and bars while secretome‐treated mice are noted by blue squares and bars. All data presented as mean ± SEM. (a–h) control mice (*n* = 15), secretome‐treated mice (*n* = 16). Weekly changes analyzed via mixed‐effects model with Holm‐Bonferroni multiple comparisons plus planned comparison *t*‐tests at the 4‐week timepoint. # indicates significant difference (*p* < 0.05) from baseline for respective group. * indicates significant difference (*p* < 0.05) between groups at the indicated time point.

### 3.2 Secretome treatment increased lean mass and physical function and reduced whole body fat mass in aged mice

To gain insight into the whole‐body metabolic effects of the secretome treatment, we analyzed the weekly effects of the secretome treatment on whole‐body tissue content via NMR spectroscopy, the impact on physical function (grip strength and rotarod performance) at baseline and at the end of the 4‐week treatment, and localized effects on specific tissues (quadriceps, I‐WAT, E‐WAT). Weekly assessment revealed that the secretome treatment progressively increased body mass and decreased body fat percentage over baseline levels, which were driven by consistent increases in lean mass and decreases in fat mass (Figure 2a–d). Conversely, aged mice treated with saline showed a decrease in body mass compared to baseline (Figure 2d), likely as result of modest decrements in lean mass (Figure 2a) by week 4. Group comparison after 4 weeks treatment demonstrated greater lean mass (24.8 ± 1.3 vs. 23.6 ± 1.1 g, *p* = 0.02), lower fat mass (2.9 ± 1.3 vs. 4.3 ± 1.4 g, *p* = 0.02), and lower body fat percentage (12.5 ± 3.7 vs. 8.4 ± 3.7%, *p* < 0.01) in secretome‐treated mice relative to control mice (Figure 2a–c). Assessment of strength, balance, and coordination demonstrated that (1) whole‐body grip strength was increased over baseline strength at 3 and 4 weeks in secretome‐treated mice; (2) secretome‐treated mice were significantly stronger than control mice at the 4‐week timepoint (2.5 ± 0.2 vs. 2.3 ± 0.3 N, *p* = 0.03; Figure 2e); and (3) secretome‐treated mice, but not saline‐treated controls, had increased rotarod performance time compared to baseline performance (Δ9.5 ± 14.3 sec, *p* = 0.03; Figure 2f). Individual values for all described measures at baseline and Week 4 are presented in Figure S1A–D. Finally, though we could not fully characterize frailty index (Baumann et al., 2020), we noted a greater proportion of control versus the secretome‐treated mice were below or equal to the 50th (62.5% vs. 33.3%) and 25th (37.5% vs. 6.7%) percentiles of the combined population considering the weight loss, weakness, and walking speed categories (data not shown).

To assess persistence of the described whole‐body tissue composition and physical function effects, in a separate group of mice, we ceased the secretome treatment for 2 weeks (withdrawal) following the 4‐week treatment period and compared this response to the 4‐week treatment timepoint for whole body tissue composition outcomes, grip strength, rotarod performance, and tissue weights (Figure S1). We found that following 2 weeks of withdrawal in previously secretome‐treated mice, that the prior gains in body mass (Figure S1E) and lean mass (Figure S1F) were lost. However, secretome‐mediated adaptations in fat mass, % body fat, grip strength, and rotarod performance (Figure S1G–J) were maintained.

Next, we assessed the localized effects of secretome treatment on specific tissues (quadriceps, I‐WAT, and E‐WAT). After 4 weeks, secretome‐treated mice had greater right (190.8 ± 18.9 vs. 165.3 ± 16.7 mg, *p* < 0.01) and left (191.0 ± 15.9 vs. 169.2 ± 23.7 mg, *p* = 0.02) quadriceps mass compared to control mice (Figure 2g). Furthermore, secretome‐treated mice had lower I‐WAT (462.0 ± 103.4 vs. 591.7 ± 152.9 mg, *p* = 0.03) compared to control mice, while E‐WAT did not differ (Figure 2h). Finally, gastrocnemius, liver, and heart weights were not different between groups at 4‐weeks (*p* > 0.05; Table S1).

### 3.3 Secretome treatment increased myofiber size and promoted myofiber remodeling and transcriptional reprogramming in aged mice

We next used immunohistochemistry to analyze the effects of 4‐week‐secretome treatment on quadricep muscle morphology (CSA, feret diameter, fiber type) and cellular remodeling events (satellite cells, capillarization, collagen IV turnover), physiological parameters that are notably disrupted in muscle aging (Alnaqeeb et al., 1984; Lacraz et al., 2015; Zimmerman et al., 1993). After 4‐weeks of secretome treatment, mice had greater average myofiber CSA (Figure 3a; 2514 ± 186.9 vs. 2248 ± 245.4 μm^2^, *p* = 0.03) and minimum feret diameter (Figure 3b; 48.7 ± 2.3 vs. 45.4 ± 2.2 μm^2^, *p* = 0.01) compared to saline‐treated controls. Fiber type % (MyHC IIa and IIb) was not different between groups (Figure 3c), nor was fiber size altered based on fiber type (data not shown). However, secretome‐treated quadriceps displayed a rightward shift in the size distribution of total IIa and IIb fibers (Figure 3e–g). Notably, analysis by 500 μm^2^ increments demonstrated that the proportion of total fibers (Figure 3e) >500–1500 μm^2^ was lower while fibers >3500–4000 μm^2^ were greater comparing secretome‐treated to control mice. Additionally, there were less IIa fibers (Figure 3f) between >500 and 1000 μm^2^ and more fibers >1000–1500 μm^2^ in secretome‐treated muscles. Similarly, secretome‐treated mice displayed a lower proportion of IIb fibers (Figure 3g) >500–1500 μm^2^ and a higher proportion >2500–4000 μm^2^ compared to controls. Representative histochemical images of fiber types are shown in Figure 3d.

**FIGURE 3:**
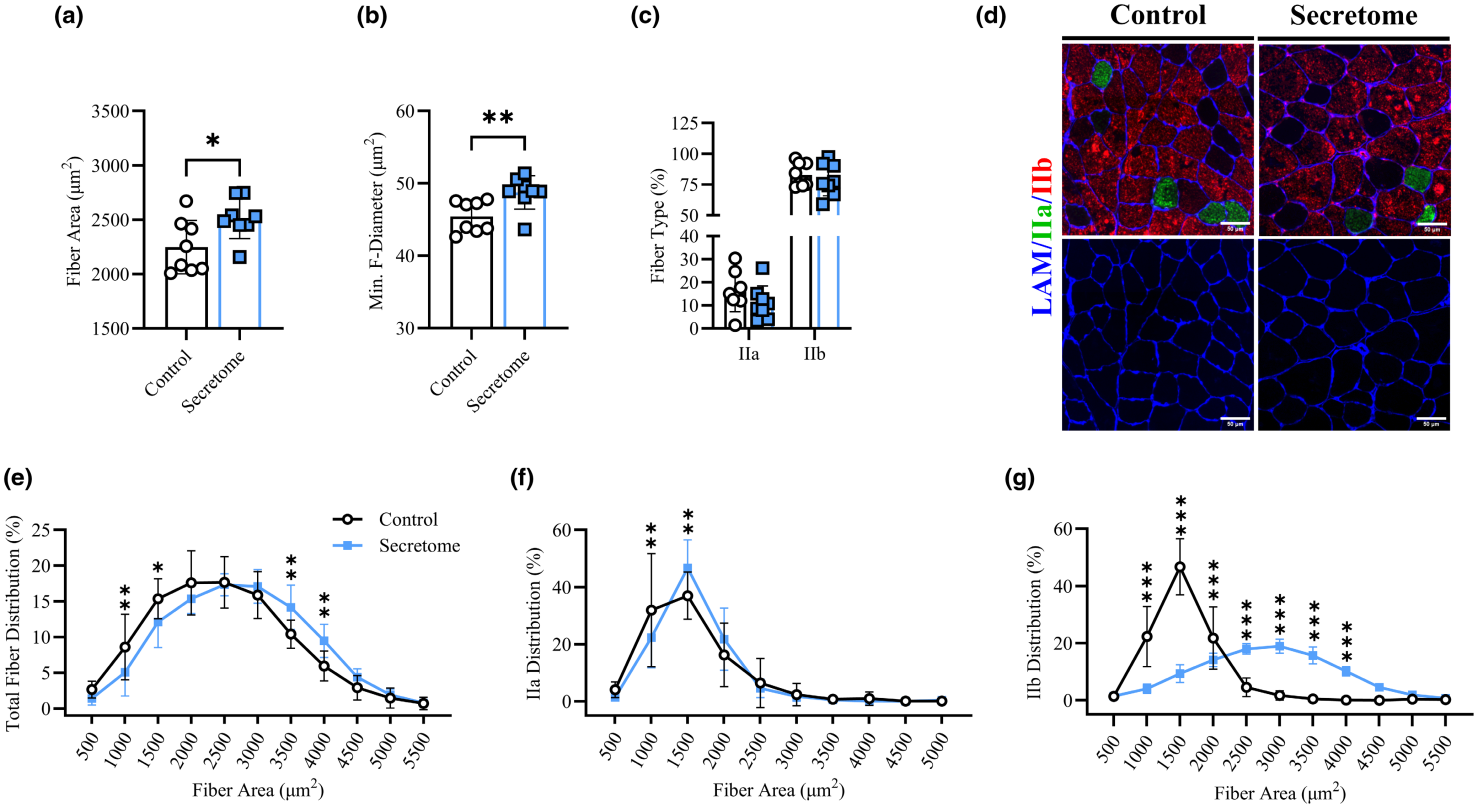
Skeletal Muscle Morphology. Average quadriceps fiber cross sectional area μm^2^ (a), minimum feret diameter μm^2^ (b), and fiber type proportion (c; MyHC – IIa/IIb %) for control (*n* = 8) and secretome treated (*n* = 8) mice. Size distribution (%) for total (e), IIa (f) and IIb (g) fiber types across 500 μm^2^ increments. Representative histochemical image of fiber type including cell border with laminin in blue, MyHC IIa in green, MyHC IIb in red, and scale bar of 50 μm (d). All data presented as mean ± SD, white circles and bars represent controls while blue squares and bars represent secretome‐treated mice. *n* = 8 for each group. Analyzed via *t*‐tests and mixed effects models with Holm‐Bonferroni comparisons. * indicates significant difference between groups at indicated category with * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001.

In parallel with changes to muscle morphology, secretome treatment improved cellular remodeling events in the injected quadricep muscle, affecting satellite cell content, capillarization, and collagen IV turnover. Specifically, compared to saline treatment, secretome‐treated quadriceps showed greater satellite cell content per fiber (Pax7^+^; 0.09 ± 0.06 vs. 0.02 ± 0.02 cells/fiber, *p* = 0.02; Figure 4a) and greater absolute satellite cell count (corrected to total fiber area) (data not shown). In addition, secretome‐treated muscles displayed greater capillary to fiber content (number of CD31^+^ per muscle fibers; Figure 4c; 4.7 ± 1.2 vs. 3.1 ± 0.5 CD31^+^/fiber, *p* < 0.01) as well as greater total CD31^+^ area and CD31^+^ area:fiber ratio (data not shown). Finally, using the ratio of collagen hybridizing peptide (B‐CHP) to collagen IV (COL‐IV) as an indicator of collagen turnover, secretome‐treated muscles had greater Col‐IV turnover (Figure 4e; 1.21 ± 0.1 vs. 0.99 ± 0.1, *p* < 0.01). This effect was the result of greater B‐CHP and lower COL‐IV content in secretome‐treated muscles, which were not significantly different on their own.

**FIGURE 4:**
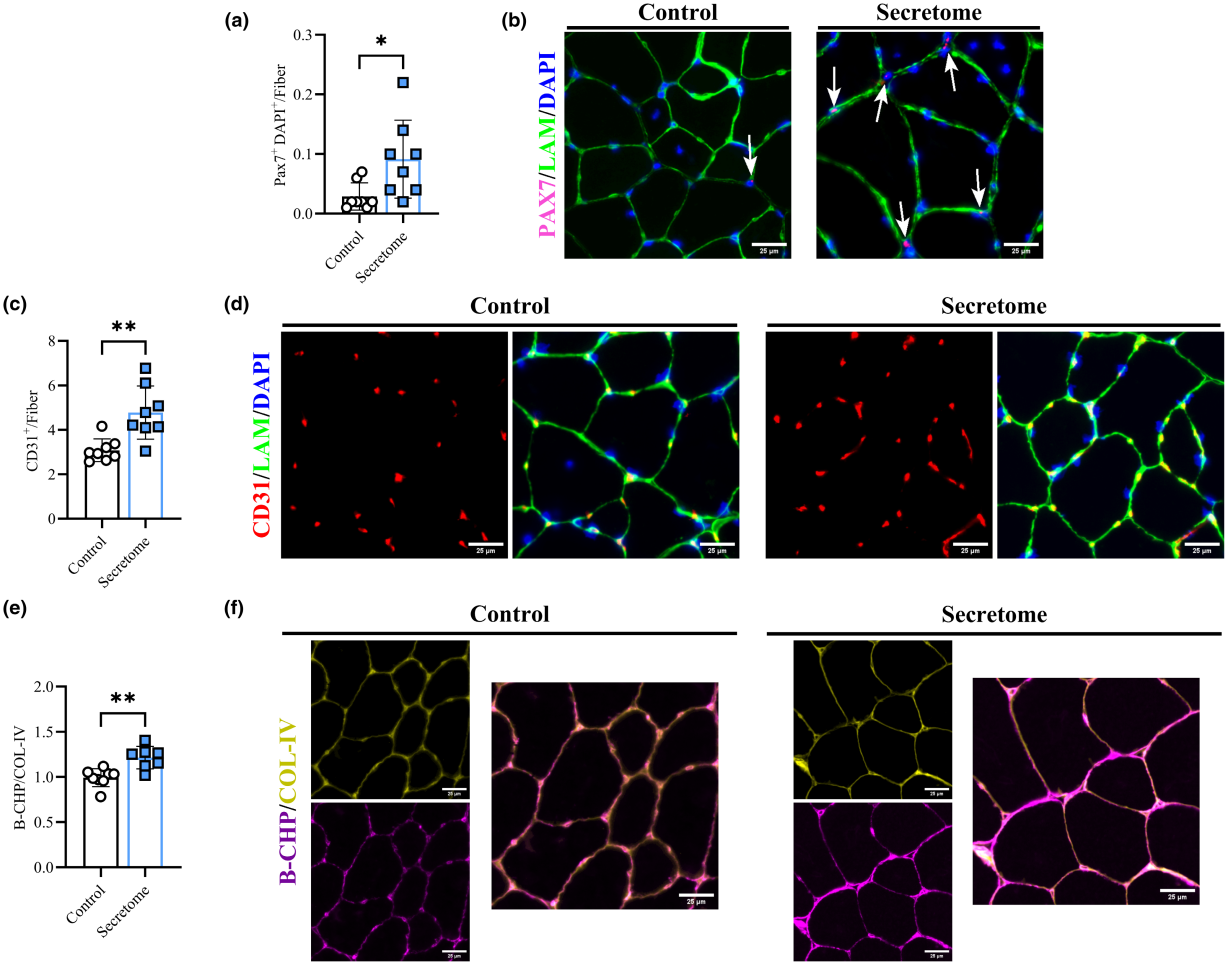
Skeletal Muscle Remodeling. Muscle satellite cell content (Pax7^+^/DAPI^+^ − co‐localization) corrected to number of fibers (a). Representative image of satellite cell localization with PAX7^+^ in off‐red/pink, laminin fiber borders in green, DAPI in blue, satellite cells indicate by white arrows, and scale bar of 50 μm^2^ (b). Fiber capillarization (CD31^+^) corrected to number of muscle fibers (c). Representative image of capillarization with CD31^+^ in red, laminin in green, and DAPI in blue (d). Ratio of B‐CHP to COL‐IV (e) and representative image with B‐CHP in purple and COL‐IV in yellow (f). All data presented as mean ± SD, white circles and bars represent controls while blue squares and bars represent secretome‐treated mice. Control mice (*n* = 8), secretome‐treated mice (*n* = 7–8), right (injected) quadriceps assessed. Analyzed via *t*‐tests. * indicates significant difference between conditions for the indicated timepoints with * = *p* < 0.05, ** = *p* < 0.01.

As a follow‐up to the 4‐week treatment, we performed a single unilateral right quadriceps injection with the secretome product or saline in a subset (*n* = 10) of aged male C57BL/6 mice (26–28 months old) for analysis of acute transcriptional responses in muscle. 

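The authors deposited, for each of 20 quadriceps muscles, the number of reads they counted on each gene, without normalization. Of these muscles, 10 had received 50 µL of saline and 10 had received 50 µL of the secretome. The counts list 55416 genes by their Ensembl identifiers. The genome build, the annotation and the programs that aligned and counted the reads are not stated in the paper, its supplement or the sample labels. Between 13286983 and 22987237 reads per muscle were counted on genes, with a median of 17016222.5 in control and 19301561 in secretome-treated muscle. The group means of these totals differed by 1883732 reads, which was within the spread between mice (two-sided permutation test with 100000 resamples, p = 0.0866).
One gene, Ttn, which encodes titin, took up to 21.1% of a library. Its share fell into 3 ranges that followed the library numbers in the labels and not the treatment alone. It ranged from 7.02% to 11.0% in libraries 1 to 5, which were all controls, and from 14.2% to 14.7% in libraries 16 to 20, which were all secretome-treated. In libraries 6 to 15, which held 5 muscles of each treatment, it ranged from 16.4% to 21.1%. Within libraries 6 to 15, the treatments differed by 0.006 percentage points (two-sided exact permutation test, p = 0.984). Neither the paper nor the labels name a batch, and these ranges were drawn from the shares themselves, so no test of the share between them is given. Values are also given within libraries 6 to 15, the only range of library numbers that holds both treatments. Within that range, the controls were libraries 6 to 10 and the secretome-treated muscles libraries 11 to 15. A shift between libraries 10 and 11 could therefore not be told from the treatment.

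**Figure D1:**
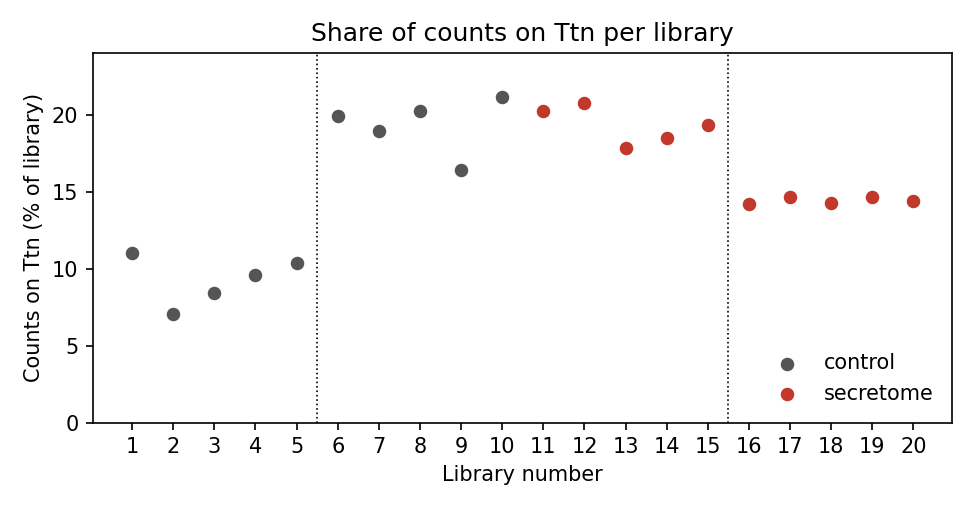
Share of each library's counts that fell on Ttn (vertical axis, % of the library) against the library number in the labels (horizontal axis), 1 point per muscle. Controls are grey, secretome-treated muscles are red, and dotted lines separate libraries 1 to 5, 6 to 15 and 16 to 20, whose shares do not overlap.

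Of the genes listed, 14471 had enough counts to be tested for a difference between secretome-treated and control muscle. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 gene passed a 5% false discovery rate. At an unadjusted p under 0.05 there were 944 higher and 1333 lower genes. The gene that passed was Plxnb2, which encodes the receptor plexin B2. Its counts normalized for library size (CPM) were 19.2 ± 2.40 in control and 13.3 ± 1.29 in secretome-treated muscle (mean ± SD, n = 10 mice each). Its log2 fold change was -0.53 (standard error 0.0828, adjusted p = 0.0228), and it was below the control median in 10 of 10 secretome-treated muscles. Tested within libraries 6 to 15 alone, its log2 fold change was -0.55 (adjusted p = 0.34). Plxnb2 passed in 13 of the 20 fits that each left out a muscle. No gene passed both the false discovery rate and the log2 fold change cutoff of 1.5, and 20 genes passed that cutoff at an unadjusted p under 0.05. The alternative that moved the counts most was DESeq2, the program named in the supplement, in place of edgeR. It gave 213 genes at the 5% false discovery rate, 67 higher and 146 lower. The genes tested were not the same: 177 of the 213 were among those tested in edgeR. Of the 213, 48 also passed the fold change cutoff, all lower in secretome-treated muscle. With each muscle left out in turn, the DESeq2 count ranged from 66 without control replicate 3 to 480 without control replicate 10, and the 48 from 18 to 93 without the same 2 muscles.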

After 3 h, injected quadriceps were harvested for bulk RNA sequencing and pathway analysis (Hallmark, KEGG, Reactome). Consistent with the above observed whole body and cellular remodeling events, muscle transcriptomic analysis revealed increases in hypertrophy and mitochondrial‐related pathway enrichment as well as downregulation in inflammatory and immune‐related responses following acute secretome injection in comparison to controls (Figure S2A–C). 

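Fast gene set enrichment was run on the genes ranked by their signed test statistic between secretome-treated and control muscle. It covered the mouse Reactome pathways, since the Hallmark and KEGG collections were not available. Of 660 pathways with 15 to 500 tested genes, 107 passed the 5% false discovery rate, 41 higher and 66 lower in secretome-treated muscle. Among the higher ones were the citric acid cycle (normalized enrichment score 2.16, adjusted p = 0.0018), mTOR signalling (1.91, adjusted p = 0.0117) and mitochondrial fatty acid beta-oxidation (1.82, adjusted p = 0.0455). The last passed in 10 of the 20 fits that each left out a muscle, with adjusted p up to 0.282, and not with RLE scaling (adjusted p = 0.0504). Respiratory electron transport did not pass (normalized enrichment score -1.04, adjusted p = 0.662). Among the lower ones were the complement cascade (-2.48, adjusted p = 9.31e-07), interferon gamma signaling (-2.41, adjusted p = 1.21e-07) and eukaryotic translation elongation (-2.64, adjusted p = 6.11e-11), as well as cytokine signaling in the immune system (-1.62, adjusted p = 0.00569) and chemokine receptors (-1.81, adjusted p = 0.0218). Without control replicate 3, the last 2 had adjusted p of 0.175 and 0.122. The alternatives that moved the count most were tests that take the correlation between genes from the muscles themselves, fry and camera with an estimated correlation, under which 0 pathways passed. Enrichment tests that permute genes treat correlated genes as independent. When the 20 mice were split into 10 and 10 in 100 ways, the treatment included, 60 splits gave at least as many pathways as the treatment did.
Gene lists for the terms of the paper's statement, written before the data were examined, were tested the same way. Of 27 lists with at least 5 tested genes, 10 passed the 5% false discovery rate, and 65 of the 100 splits gave at least as many. The tricarboxylic acid cycle enzymes were higher (normalized enrichment score 2.34, adjusted p = 0.000165), with 19 of 20 genes higher. Its genes with the smallest p were Dld (log2 fold change 0.32, standard error 0.0979, adjusted p = 0.161) and Idh3a (0.33, standard error 0.107, adjusted p = 0.172). The fatty acid oxidation genes (1.83, adjusted p = 0.0184) and the genes of IGF, Akt and mTOR signaling (1.74, adjusted p = 0.0184) were also higher. Nuclear-encoded subunits of oxidative phosphorylation did not pass (-1.15, adjusted p = 0.327). Lists for antigen presentation (-2.56, adjusted p = 4.03e-10), interferon response (-2.43, adjusted p = 2.51e-07) and complement (-2.37, adjusted p = 2.82e-07) were lower, with all 63 genes of the 3 lists lower under TMM and under RLE scaling. The complement genes with the smallest p were C4b (log2 fold change -0.84, standard error 0.195, adjusted p = 0.109) and C3 (-0.79, standard error 0.185, adjusted p = 0.109), which passed in DESeq2 with adjusted p of 0.00986 and 0.0116. Cytosolic ribosomal proteins were lower too (-2.58, adjusted p = 1.54e-11). The list of inflammatory cytokines, chemokines and adhesion molecules did not pass (-1.45, adjusted p = 0.116). Without control replicate 3, its normalized enrichment score was 0.64 (adjusted p = 0.988). It was -1.73 (adjusted p = 0.00862) within libraries 6 to 15, which do not hold that muscle.
With the mouse as the unit, each list was given a score per mouse, the mean log2 difference of its genes from their means over all mice. The largest difference between treatments in the mitochondrial, growth and immune lists was for antigen presentation, whose score was 0.38 ± 0.70 in control and -0.38 ± 0.28 in secretome-treated muscle (mean ± SD, n = 10 each). This was a difference of -0.75 (two-sided permutation test, p = 0.00342, adjusted p = 0.0923), and the score was below the control median in 10 of 10 secretome-treated muscles. The complement score differed by -0.52 (p = 0.0125, adjusted p = 0.169) and the interferon score by -0.45 (p = 0.024, adjusted p = 0.208). The tricarboxylic acid cycle score differed by 0.18 (p = 0.0462, adjusted p = 0.208), and was above the control median in 8 of 10 secretome-treated muscles. Of the 27 list scores, 6 had an unadjusted p under 0.05 and 0 passed the 5% false discovery rate.

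**Figure D2:**
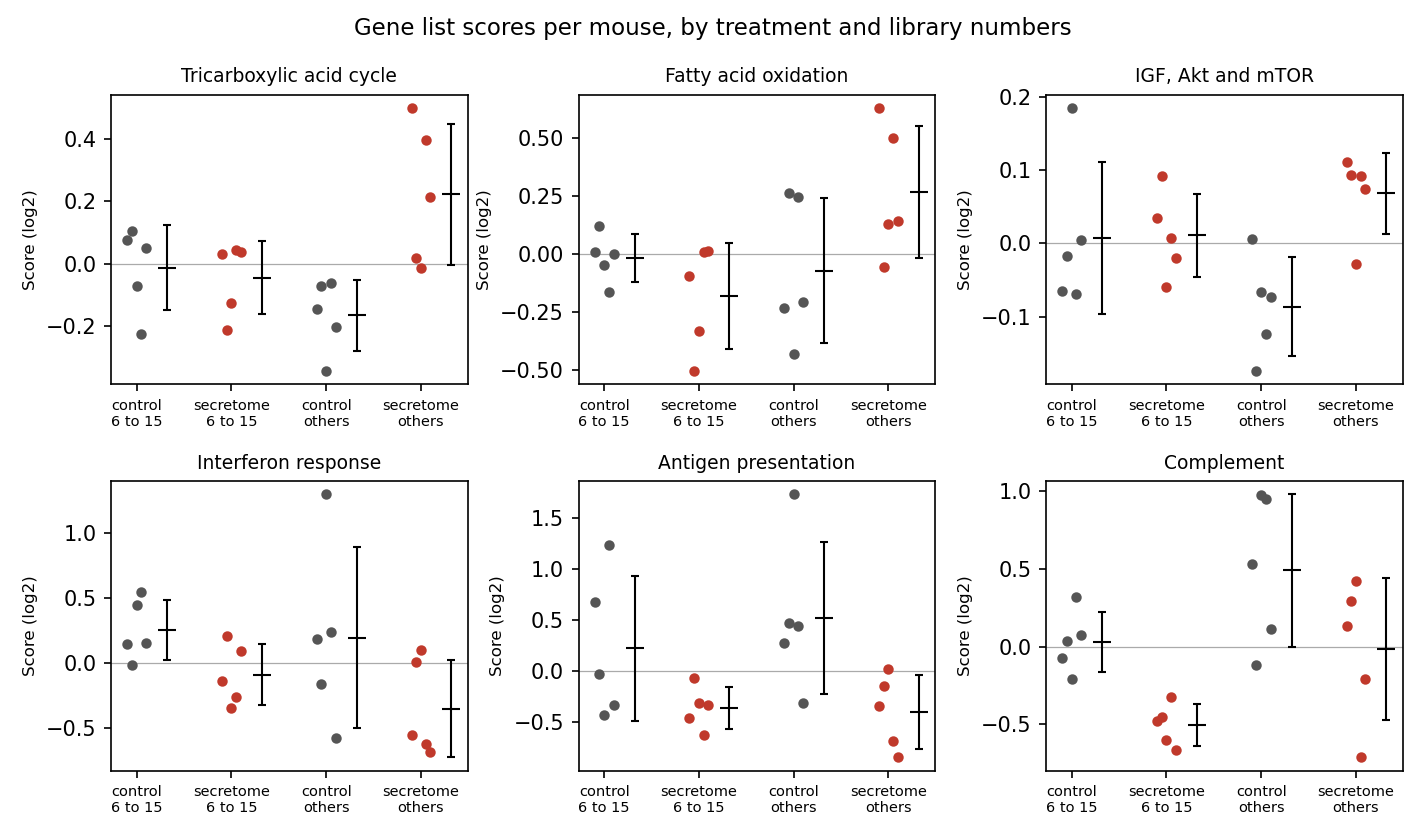
Score per mouse (vertical axes, log2 difference from the mean over all mice) of 6 gene lists, for control (grey) and secretome-treated (red) muscles in libraries 6 to 15 and in the other libraries. Bars give the mean ± SD of 5 muscles. The tricarboxylic acid cycle score differs by -0.03 between treatments in libraries 6 to 15 and by 0.39 in the others, and the complement score by -0.53 and -0.50.

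The higher and the lower lists behaved differently by library number. Within libraries 6 to 15, 0 pathways were higher and 90 were lower at the 5% false discovery rate. Between libraries 1 to 5 and 16 to 20, where each treatment had its own range of library numbers, 115 were higher and 46 lower. Lower in both were 38 pathways. The tricarboxylic acid cycle score differed by -0.03 within libraries 6 to 15 (two-sided exact permutation test, p = 0.683) and by 0.39 between the others (p = 0.00794). These 2 differences were themselves different at an unadjusted p (exact permutation test, p = 0.00652, adjusted p = 0.0587 over the 27 lists). The score for IGF, Akt and mTOR signaling differed by 0.00327 and by 0.16, and that for fatty acid oxidation by -0.17 and by 0.34. The score for the protein-coding genes of the mitochondrial genome went the other way, with 0.71 within libraries 6 to 15 (exact p = 0.143) and -0.72 between the others (exact p = 0.0476). The 0.71 rested in large part on control replicate 9, whose score was -2.54. The other controls of libraries 6 to 15 ranged from -0.74 to -0.04, and the secretome-treated muscles from -0.53 to 0.34. Differences in the antigen presentation score were -0.58 (exact p = 0.119) and -0.92 (exact p = 0.0238). Those in the interferon score were -0.34 (exact p = 0.0635) and -0.55 (exact p = 0.159). The complement score differed by -0.53 within libraries 6 to 15 (exact p = 0.00794) and by -0.50 between the others (exact p = 0.135). These exact p-values are unadjusted. The inflammatory score differed by -0.33 (exact p = 0.31) and by 0.08. The antigen presentation, interferon and complement scores were thus lower on average in both sets of libraries. The higher scores for the tricarboxylic acid cycle, fatty acid oxidation and growth signaling came from libraries 1 to 5 and 16 to 20. In those, the range of library numbers and the treatment cannot be separated. From its pathway comparison, the paper states that hypertrophy and mitochondrial pathways rose and that inflammatory and immune responses fell after the injection, and relates this to the remodeling it saw over the whole body and in cells (Figure S2A-C).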

We additionally conducted western blotting on notable anabolic and catabolic protein phosphorylation events following acute injection of the secretome and found that secretome‐treated mice had increased 4E‐BP1 phosphorylation compared to control mice (1.13 ± 0.09 vs. 1.0 ± 0.12, *p* = 0.01). However, other relevant protein targets (p‐mTOR, p‐rps6k, p‐SMAD2/3, p‐ERK1/2, p‐FOXO3a, and PGC‐1α) were not significantly different between groups (Figure S2D,E). 

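The deposited counts of the same experiment cover the transcripts of 7 genes that were measured by qPCR. Among them are 3 E3 ubiquitin ligases, Fbxo30 (also named MUSA1), Traf6 and Fbxo32. Normalized counts (CPM) of Fbxo30 were 26.5 ± 7.38 in control and 32.5 ± 2.86 in secretome-treated muscle (mean ± SD, n = 10 mice each). Its log2 fold change was 0.29 (standard error 0.126, edgeR p = 0.0297, adjusted p = 0.271), and it was above the control median in 10 of 10 secretome-treated muscles. Traf6 had 24.8 ± 2.34 and 27.1 ± 1.78 CPM, a log2 fold change of 0.13 (standard error 0.0674, adjusted p = 0.348). Fbxo32 had 713 ± 260 and 767 ± 199 CPM, a log2 fold change of 0.11 (standard error 0.184, adjusted p = 0.801). Within libraries 6 to 15, the log2 fold changes were 0.26 for Fbxo30, 0.13 for Traf6 and -0.10 for Fbxo32. None of the 7 targets passed the 5% false discovery rate, either over all genes tested or adjusted over the list alone, and 1 of them had an unadjusted p under 0.05. Rpl32, the reference gene of the qPCR, had 95.1 ± 20.6 CPM in control and 82.8 ± 10.9 in secretome-treated muscle, a log2 fold change of -0.20 (standard error 0.112, adjusted p = 0.388).

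**Figure D3:**
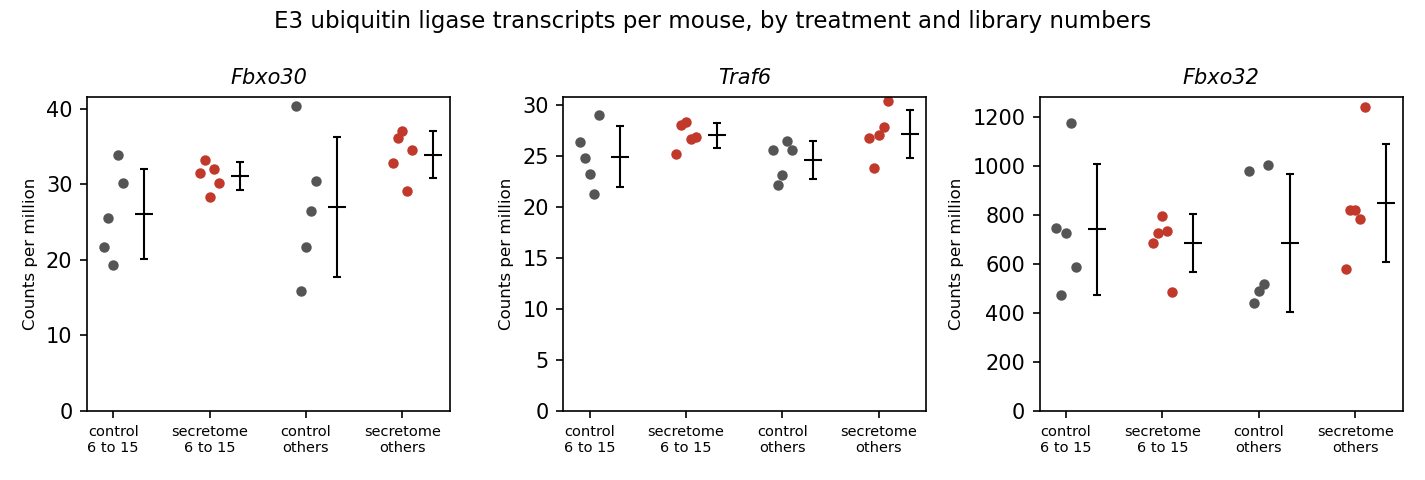
Normalized counts (CPM, vertical axes) of Fbxo30, Traf6 and Fbxo32 in each control (grey) and secretome-treated (red) muscle, in libraries 6 to 15 and in the other libraries. Bars give the mean ± SD of 5 muscles. Fbxo30 differs between treatments by a log2 fold change of 0.26 in libraries 6 to 15 and 0.33 in the others.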

Assessment of a series of proteolytic and atrophy‐related gene targets as reported elsewhere (Palla et al., 2021) by qPCR revealed lower expression levels of E3 ubiquitin ligases (MUSA1, Traf6, FBXO32) in the secretome‐treated group (Figure S2F). Interestingly, at the 4‐week timepoint these transcriptional responses were not different between groups suggesting a transient activation following secretome treatment (Figure S2G).

### 3.4 Intramuscular secretome treatment reduced adiposity in a depot‐specific manner in old mice

As our analysis revealed robust secretome treatment effects on whole body adiposity, we next investigated the localized effects on adipose compartments, namely I‐WAT and E‐WAT depots following 4 weeks of treatment. We found that average I‐WAT diameter (Figure 5a; 13.8 ± 2.8 vs. 19.8 ± 4.3 μm, *p* < 0.01) was lower in secretome‐treated mice while average E‐WAT diameter was not different between groups (Figure 5b). Assessment of adipocyte size distribution in I‐WAT and E‐WAT depots demonstrated a leftward shift in secretome‐treated mice compared to controls. Specifically, there were a greater proportion of smaller adipocytes in the I‐WAT and E‐WAT depots such that I‐WAT cells (Figure 5c) sized 1–10 μm (33.5 ± 8.7 vs. 13.8 ± 8.4%, *p* < 0.01) and 10–15 μm (31.9 ± 9.7 vs. 20.6 ± 11.4%, *p* = 0.02) and the proportion of E‐WAT cells (Figure 5d) ≤15 μm (34.3 ± 10.6 vs. 11.3 ± 11.3%, *p* = 0.03) were higher in secretome‐treated mice compared to control mice. We further assessed protein phosphorylation in both adipose depots and found that secretome‐treated mice had increased I‐WAT Akt phosphorylation (2.7 ± 2.1 vs. 1.0 ± 0.40, *p* = 0.04) and E‐WAT hormone‐sensitive lipase (HSL) (2.3 ± 1.1 vs. 1.0 ± 0.7, *p* = 0.03) phosphorylation compared to controls (Figure 5h). There were no differences in liver lipid accumulation (droplet area) or fibrosis (trichrome staining) between groups (Figure 5e,f). Finally, lipidomic analysis of 4‐week‐treated quadriceps muscle tissue revealed a significant decrease in total intramuscular triglycerides (1.0 × 10^5^ ± 5.5 × 10^5^ vs. 5.5 × 10^5^ ± 4.9 × 10^5^ pmol/mg, *p* = 0.04) and ceramides (519.1 ± 189.5 vs. 1152 ± 782.8 pmol/mg, *p* = 0.04) as well as the muscle‐enriched C18:0 ceramide (334.7 ± 128.6 vs. 813.3 ± 591.9 pmol/mg, *p* = 0.04) in secretome‐treated muscle. Diglyceride content was not different (3494 ± 1693 vs. 6164 ± 3651 pmol/mg, *p* = 0.09) following secretome treatment compared to control mice (Figure 5i).

**FIGURE 5:**
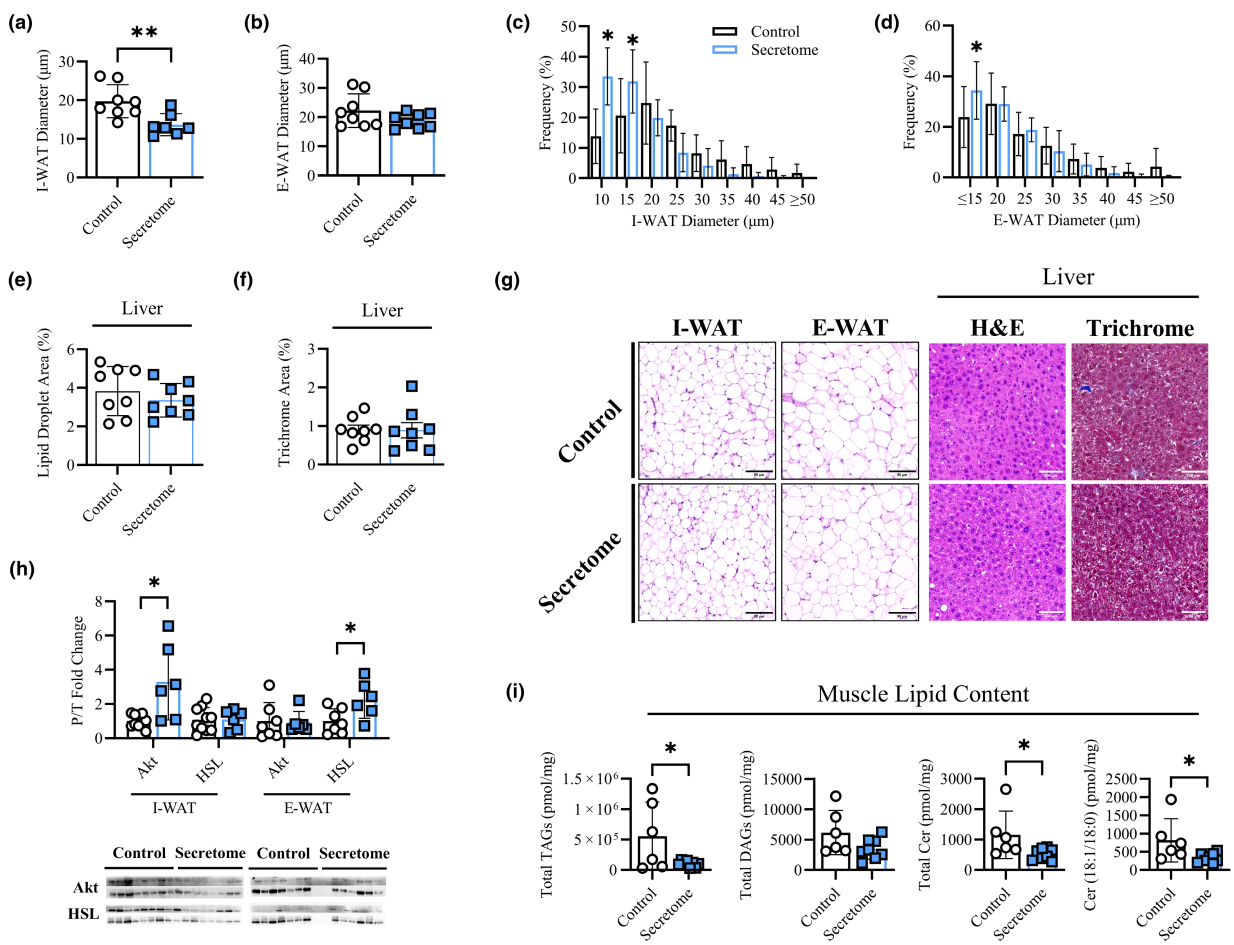
Adipose Morphology and Muscle Lipid Content. Average cellular diameter μm of I‐WAT (a) and E‐WAT (b) depots. Size distribution (%) of I‐WAT (c) and E‐WAT (d) cells across 5 μm increments. Average liver lipid droplet (e) and fibrosis (f; trichrome staining) area (%) as assessed with H&E. Representative image of I‐WAT and E‐WAT depots as well as liver H&E and trichrome staining with scale bar 50 μm (g). Protein phosphorylation status for protein kinase B (Akt) and hormone sensitive lipase (HSL) for I‐WAT and E‐WAT depots and representative western blot image (h). Muscle lipid content including total triglycerides (TAGs) diglycerides (DAGs), ceramides (Cer), and C18:0 ceramide (C18:0 Cer). All data presented as mean ± SD, white circles and bars represent controls while blue squares and bars represent secretome treated groups. (a–g) *n* = 8 for each group, (h–i) *n* = 7 for control, *n* = 6 for secretome, (i) *n* = 6 for control, *n* = 8 for secretome. Analyzed via *t*‐tests (a, b, e, f, h, i) or two‐way ANOVA with Holm‐Bonferroni comparison (c, d). * indicates significant difference between groups at indicated category with * = *p* < 0.05, ** = *p* < 0.01.

### 3.5 Secretome treatment altered muscle and adipocyte cells in‐vitro through direct and indirect mechanisms

To explore the direct and indirect effects of the secretome product on muscle and adipose tissue, we performed a series of experiments using myotubes and 3T3‐L1 preadipocytes in‐vitro (Figure 6a). Based on our previous publication (Fix et al., 2021), we first confirmed that 4% media replacement with secretome product for 24 h increased myotube area (31.8 ± 3.8 vs. 19.2 ± 3.5%, *p* = 0.01) and myonuclear fusion index (0.46 ± 0.04 vs. 0.32 ± 0.09 *au*, *p* = 0.03) compared to untreated controls (Figure 6b,c). To examine the indirect effects of muscle secretome treatment, we treated a separate group of differentiated myotubes with 4% secretome replacement for 24 h, then allowed them to produce fresh culture media for 3 h (Secretome CM). This cultured media was tested for IL‐6 content, and then the Secretome CM was used to treat both fully differentiated myotubes and adipocytes for 24 h followed by the same analyses as described previously (Figure 6a). IL‐6 was present in control culture media (Control CM) (132.08 ± 7.5 pg/mL) but was over three times as concentrated in Secretome CM (424.02 ± 29.29 pg/mL, *p* < 0.01) (Figure 6d). We additionally tested the undiluted secretome product (*n* = 3) and found considerably lower IL‐6 concentrations (9.86 ± 2.26 pg/mL) confirming that the increased IL‐6 in Secretome CM originated from muscle cells. Compared to Control CM, culture media from secretome‐treated C2C12 myotubes (Secretome CM) increased myotube growth (Figure 6b; 45.93 ± 10.1 vs. 29.06 ± 7.7%, *p* < 0.01) but not fusion index (Figure 6c; 0.52 ± 0.08 vs. 0.40 ± 0.08 *au*, *p* = 0.16). However, Secretome CM increased myotube area over standard control conditions (control) (*p* < 0.001; Figure 6b) and direct secretome treatment (Secretome) (*p* < 0.05) (Figure 6b), and increased fusion index over standard control conditions (*p* < 0.01; Figure 6c). Representative images for myotubes are presented in Figure 6h.

**FIGURE 6:**
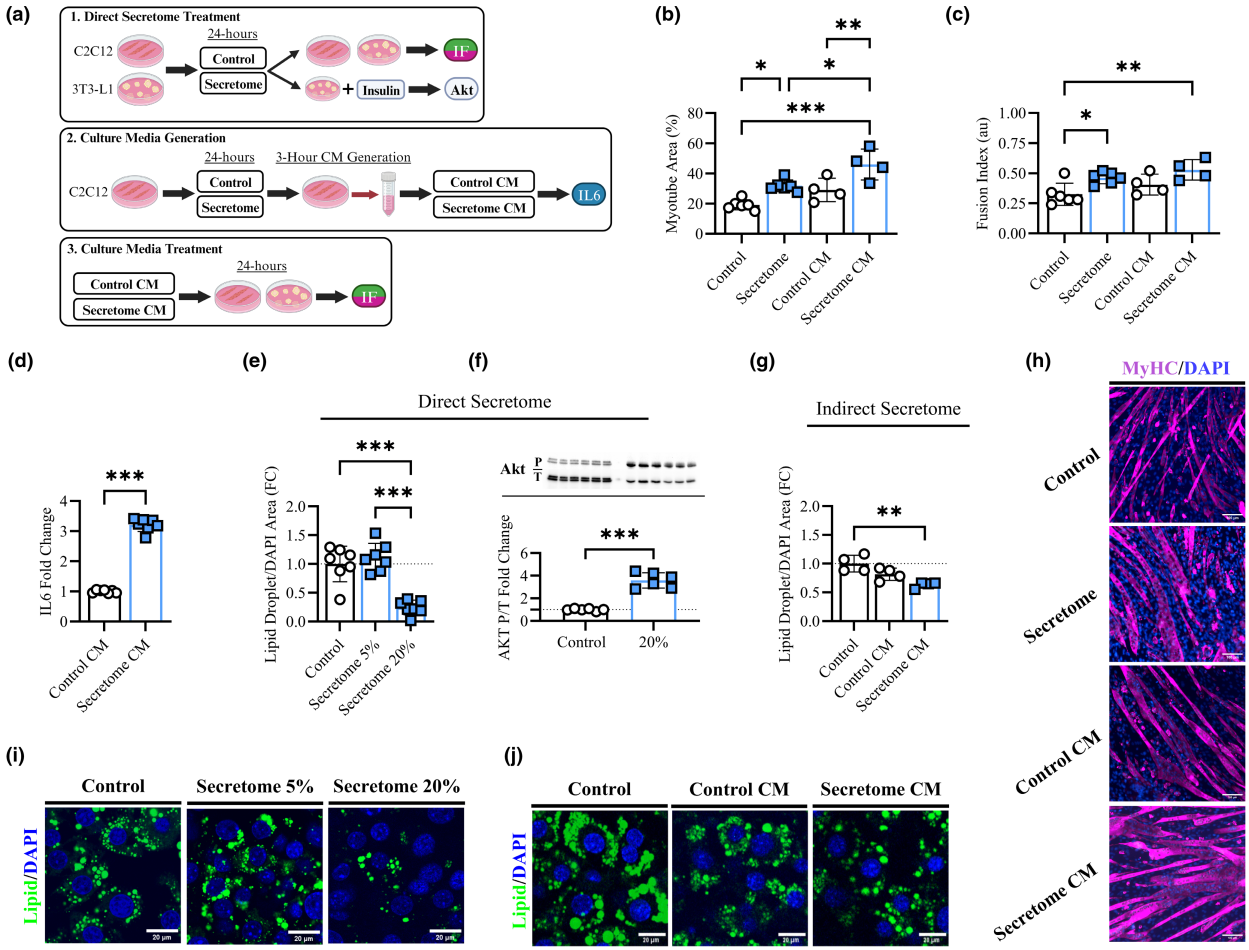
Direct and Indirect Cellular Experiments. Cell culture design for media replacement and cultured media (CM) experiments (a). Average myotube area (%) (b) and myonuclear fusion index (*au*) (c) for control, secretome treated, control CM, and secretome CM conditions in differentiated C2C12 myotubes. Interleukin 6 (IL‐6) content in the culture media collected from secretome treated (4%) and control C2C12 myotubes (Fold change) (d). Average lipid droplet area corrected to DAPI area (Fold Change) in 3T3‐L1 adipocytes for control, 5 and 20% secretome product media replacement (e). Phosphorylated corrected to total Akt protein (fold change) for 20% secretome treated and control 3T3‐L1 adipocytes following overnight fast and insulin (100 nM) stimulation (f). Average lipid droplet area corrected to DAPI area (Fold Change) in 3T3‐L1 adipocytes for control and 20% media replacement with culture media from control and secretome treated C2C12 cells (g). Representative images of myotubes (h) and adipocytes treated with secretome (i) and culture media (j). (b–g) *n* = 4–7 per group or replicate. Analyzed via one‐way ANOVA with Holm‐Bonferroni comparison (b–c, e, g) or *t*‐tests (d, f). * indicates significant difference between groups as indicated with * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001.

Next, we performed 24 h direct secretome treatment in 3T3‐L1 cells using a low (5%) and high (20%) proportion of media replacement. 20% secretome replacement (but not 5% replacement) robustly decreased the amount of area occupied by lipids corrected for the area of DAPI (Figure 6e; 0.24 ± 0.13 fold change, *p* < 0.01) compared to untreated controls. The reported effects were the same when lipid area was corrected for the area occupied by cell body or number of DAPI (data not shown). Furthermore, 20% secretome replacement decreased the number of lipid droplets per cell corrected to DAPI count (0.31 ± 0.11 fold change, *p* < 0.01) and the average size of lipid droplets (1.9 ± 0.5 vs. 2.7 ± 0.6 μm, *p* = 0.02) compared to control cells (data not shown). In addition, 3T3‐L1 cells treated with 20% secretome replacement displayed enhanced insulin sensitivity as indicated by greater insulin‐stimulated Akt phosphorylation (Ser473) compared to untreated controls (Figure 6f; 3.58 ± 0.67 vs. 1.00 ± 0.10 fold change, *p* < 0.01). Finally, we tested the indirect effects of secretome treatment in 3T3‐L1 adipocytes by replacing 20% of media with the media produced by C2C12 myotubes (i.e., Control CM, Secretome CM), as described above (Figure 6a). Culture media from secretome treated C2C12 myotubes (Secretome CM) reduced lipid area (Figure 6g; 0.63 ± 0.5 fold change, *p* < 0.01) while Control CM did not (Figure 6g; 0.82 ± 0.11 fold change, *p* = 0.11). Secretome‐treated C2C12 culture media (Secretome CM) did not significantly reduce the number of lipid droplets (0.84 ± 0.15 fold change, *p* = 0.15). Preliminary testing with 1% and 5% culture media replacement with Secretome CM had no effect on 3T3‐L1 outcomes regardless of condition (data not shown). Representative images for direct and indirect 3T3‐L1 experiments are presented in Figure 6i,j, respectively.

## 4 DISCUSSION

Here we examined the effects of biweekly intramuscular treatment in aged mice for 4 weeks with a stem cell‐derived secretome product that is enriched with extracellular vesicles and matrix, immunomodulatory, and growth factors. We found that, in 4 weeks, secretome treatment increased lean mass and enhanced local muscle cellular remodeling including reductions in intramuscular lipid content. Remarkably, the secretome treatment enhanced whole‐body energy expenditure, physical activity, and physical function while reducing whole‐body and local adiposity. Moreover, direct secretome treatment in‐vitro robustly enhanced muscle cell growth and reduced lipid droplet content. Finally, cultured media from secretome‐treated muscle cells displayed autocrine and paracrine functions stimulating muscle cell growth and lipid droplet reduction in naive cells. Together, 4‐weeks administration of a stem cell secretome ameliorated several hallmarks of aging in mice resulting in improvements in physical function, metabolic rate, adiposity, and muscle cellular remodeling.

A major finding of this current investigation was that intramuscular secretome treatment in aged mice decreased whole‐body adiposity, reduced fat depot mass and adipocyte size, increased insulin sensitivity and lipolysis (Akt and HSL phosphorylation) in adipose tissues, and improved whole‐body metabolic rate. As adverse body fat accumulates with age (Goodpaster et al., 2005; Wang et al., 2022), the reduction of fat mass following the secretome treatment and the maintenance of this loss after treatment cessation are impactful. Excessive adiposity with age contributes to reduced capacity to perform or adapt to physical activity (Peterson et al., 2011; Phillips et al., 2017; Pontzer et al., 2021), which was also improved following secretome treatment. Previous research demonstrated that 4‐weeks of daily treadmill running modestly increased metabolic rate (VCO_2_ and RER) in old mice while decreasing body fat to levels in young counterparts (Yoon et al., 2021). Accordingly, the robust increases in metabolic outcomes (VO_2_, VCO_2_, RER, activity levels) and reductions in whole‐body and localized fat depots (I‐WAT, E‐WAT) with secretome treatment alone across a similar timeframe as exercise are very promising.

We also report increased whole‐body lean mass as well as greater quadriceps mass and myofiber size, with an emphasis on type II fiber growth, following 4‐weeks of unilateral intramuscular secretome treatment. Additionally, grip strength progressively increased over time and persisted with two weeks of withdrawal independent of lean mass maintenance. These responses were underpinned by robust muscular remodeling including greater collagen IV turnover, capillarization, and muscle stem (satellite) cell content, which are known to enhance muscular function, regeneration, and recovery from disuse atrophy (Fix et al., 2021; Sambasivan et al., 2011). Furthermore, the adaptations to muscle mass and fiber type with secretome treatment are important for maintaining body composition, metabolism (Akasaki et al., 2014), and muscle function with age (Korhonen et al., 2006), and perhaps lends some evidence to the observed improvements to whole‐body metabolic and grip strength. Cumulatively, the rapid increase of muscle size, strength, and remodeling following secretome‐based treatment could be relevant for at‐risk aging populations including those affected by health conditions including metabolic dysfunction and sarcopenia (Fried et al., 2021; Kennedy et al., 2014; Larsson et al., 2019; Pontzer et al., 2021).

Consistent with reduced adiposity and enhanced leanness, we observed lower muscle triglycerides and ceramides following 4‐weeks of secretome treatment. The accumulation of skeletal muscle lipids including triglycerides and ceramides is associated to impaired metabolic health and the development of metabolic diseases (Blachnio‐Zabielska et al., 2016; Turpin‐Nolan et al., 2019). Accordingly, increased intramuscular triglyceride turnover and reductions in storage have positive effects on the health of humans and animals (Bergman et al., 2018; Ko et al., 2018). Improved triglyceride handling is further associated with decreases in muscle ceramides (Bergman et al., 2018), particularly ceramide C18:0, which is linked to insulin resistance and the development of type 2 diabetes (Blachnio‐Zabielska et al., 2016; Turpin‐Nolan et al., 2019). In fact, reducing C18:0 ceramide content in the skeletal muscle of mice improves whole‐body metabolic health (Turpin‐Nolan et al., 2019). Moreover, muscle ceramides have been shown to promote muscle atrophy (De Larichaudy et al., 2012; Morigny et al., 2020) while genetic ablation of ceramides enhanced mitochondrial function and proteostasis in aged mice (Lima et al., 2023). Therefore, reductions in muscle lipids, specifically muscle ceramides, may be a possible mechanism for the improved muscle and physical function following secretome treatment.

The secretome product also enhanced skeletal muscle remodeling in aging noted by higher levels collagen IV turnover, capillarization, and muscle stem cell (satellite cell) content. Interestingly, excessive collagen deposition not only impairs contractile function, but also the ability for satellite cells to proliferate and infiltrate the extracellular muscle environment (Fry et al., 2017; Lacraz et al., 2015). Similarly, greater muscle capillarization, and thereby perfusion, enhances satellite cell dynamics and promotes muscular recovery following damage (Christov et al., 2007), which is diminished yet reversable in aging (Snijders et al., 2017). Accordingly, the robust increase in muscle satellite cell expansion observed here and what we have reported previously (Fix et al., 2021) could be partially driven by enhanced cell migration triggered by enhance perfusion and increased collagen turnover. Noting that satellite cell content and function are limited in aging, an enhanced satellite cell pool would be beneficial to promote muscle regrowth following disuse atrophy (Fix et al., 2021) and/or muscle regeneration following injury (Sambasivan et al., 2011).

The simultaneous adaptations observed for whole‐body and site‐specific lean and fat tissues, as well as whole‐body metabolic rate in the current study are encouraging and warrant discussion. Lean mass is the primary determinant of metabolic rate and is the main site of glucose uptake (Hulett et al., 2022), which may partly explain the greater energy expenditure and glucose utilization (indicated by RER) following secretome treatment in aged mice. Under this premise, a subsequent decrease in fat mass (due to increased lipolysis) may be partially explained by increases in lean mass (and metabolic rate) to mobilize the energy demands of muscle tissue. It is possible that increased physical activity levels in the secretome‐treated mice may further accelerate this cycle. Further, the magnitude and rapidity of effects on body composition observed in the present study are notable and suggestive of direct as well as secondary effects across tissues following secretome treatment.

Appropriately, the secretome product contains a host of bioactive signaling factors (Fix et al., 2021) capable of stimulating growth, metabolism, and remodeling in both muscle and adipose tissue (Hoier & Hellsten, 2014; Zhang et al., 2021). Moreover, we report the presence of extracellular vesicles containing microRNAs within the secretome product, which can have pronounced effects on skeletal muscle, immune cells, and adipose tissues (Kim et al., 2016; Sanz‐Ros et al., 2022; Wu et al., 2022). Though we are not yet able to identify the specific factors driving the direct effects of secretome product treatment, the responses in skeletal muscle and adipose tissue have application to metabolic and musculoskeletal diseases and conditions. Furthermore, while it is unknown if the product directly reaches tissues secondary to the site of injection, we have identified direct and indirect treatment effects in muscle cells and adipocytes with muscle‐derived IL‐6 as a possible mediator for the secondary actions. Both skeletal muscle (Watanabe et al., 2022; Whitham et al., 2018) and adipose tissue (Luo & Liu, 2016; Sjøberg et al., 2017) release extracellular vesicles, myokines, and adipokines upon adequate stimulation, such as exercise. Here, we have shown that prior secretome treatment enhances the production of IL‐6 in myotube culture media, which subsequently stimulates myotube growth and lipid reduction in adipocytes. In agreement, muscle‐derived IL‐6 can mediate adaptations including hypertrophy (Serrano et al., 2008) and lipolysis (Wolsk et al., 2010) in skeletal muscle as well as lipolysis (van Hall et al., 2003) and metabolic reprograming (Li et al., 2021) in adipose tissue. Accordingly, we postulate that secretome treatment may have autocrine and paracrine effects on muscle and fat tissue through the release of IL‐6. However, we cannot rule out other bioactive factors that may be produced by muscle or other cell types following secretome treatment that could be contributing to the phenotype observed in adipose tissue. Future investigations including exploration of tissue‐secreted factors and crosstalk following secretome treatment are justified.

In summary, the results from this experiment show that 4‐weeks of bi‐weekly intramuscular treatment with a stem cell‐derived secretome product enhanced metabolic rate while reducing whole‐body and site‐specific adiposity in aged mice. Moreover, the secretome treatment promoted skeletal muscle hypertrophy, cellular remodeling, and greater physical function in aged mice. Finally, secretome treatment in‐vitro demonstrates both direct and indirect effects on myotube growth and adipocyte lipolysis. Together, these results suggest that as little as 4 weeks of secretome treatment ameliorated many hallmarks of aging in mice. While currently unknown, the translatability of these results to humans is a topic of interest and is under investigation in a phase 1/2a clinical trial (NCT05211986) currently underway. Considering the beneficial pre‐clinical effects reported here and elsewhere, human investigations using stem cell‐derived secretome products are warranted.

## AUTHOR CONTRIBUTIONS

Experiments and data analysis were conducted by Z.J.F, P.B., N.M.D., J.J.P., E.M.Y, and A.K. Experimental design was conducted by M.J.D. The manuscript was prepared by Z.J.F. and M.J.D. All authors contributed to editing and the approval of the final draft of the manuscript.

## FUNDING INFORMATION

Funding for these experiments was provided by Immunis and partly supported by R01AG076075 (M.J.D.).

## CONFLICT OF INTEREST STATEMENT

H.S.K., T.E.L., G.N., N.C.B., and S.G. are employed by Immunis. M.J.D. serves on the Immunis scientific advisory board.

## Supporting information

Figure S1.

Figure S2.

Appendix S1.

Tables S1–S2.

## Data Availability

Data that supports the findings of this study is available in the supplementary material of this article. All data will be made available upon request. RNA‐sequencing data can be found on the NIH Gene Expression Omnibus website located with accession code GSE242211.

# Supplementary material for: Stem cell secretome treatment improves whole‐body metabolism, reduces adiposity, and promotes skeletal muscle function in aged mice
**Source:** Aging Cell. 2024 Mar 18;23(6):e14144. doi: 10.1111/acel.14144
**Supplement:** Supplementary file 3 — Appendix S1.

**Supplemental Methods**

**Bulk RNA Sequencing**

Total RNA was isolated by homogenizing approximately 25 mg of tissue in Qiazol Lysis Reagent (Qiagen, Hilden, DE 79306). The RNA was separated and precipitated using chloroform and isopropanol. Extracted RNA was washed with ethanol then suspended in nuclease-free water. RNA concentration was determined using an EPOCH spectrophotometer (Take3, BioTek, Winooski, VT). Libraries were prepared with Illumina Stranded Total RNA Library Prep NEB Ultra II directional RNA library prep with rRNA depletion and RNA was sequenced using Illumina NovaSeq S4 Reagent Kit v1.5 150x150 bp Sequencing (100 M read-pairs). Differentially expressed genes were identified using a 5% false discovery rate with DESeq2 version 1.30.00 and the hciR package. Fold change cutoff values were set to 1.5 (log2) and significance to 1.3 (-log10).

**Lipid Extraction**

~15 mg of frozen gastrocnemius was homogenized in 225 μL methanol plus an internal standard and 188 μL PBS. A small aliquot of homogenate was collected from each sample for protein quantification and a methanol only process blank was included in the assay. 750μL of methyl tert-butyl ether was added to each sample tube followed by 60min incubation on ice with vortexing every 15min. Samples were centrifuged at 4°C for 10min at 15,000xg and the supernatant containing lipids was transferred to new tubes and evaporated. Lipids were extracted a second time as mentioned above and the organic and aqueous fractions were evaporated and resuspended for subsequent LC-MS metabolomic analysis. All lipid standards were prepared in methanol per manufacturer recommendations (Avanti Polar Lipids, Albaster, AL, USA).

**LC-MC Metabolomics**

Lipid extracts were separated on an Acquity UPLC CSH C18 column (2.1 × 100 mm; 1.7 µm) coupled to an Acquity UPLC CSH C18 VanGuard precolumn (5 × 2.1mm; 1.7µm) (Waters, Milford, MA, USA) maintained at 65°C connected to an Agilent HiP 1290 Sampler, Agilent 1290 Infinity pump, and Agilent 6490 triple quadrupole (QQQ) mass spectrometer. Sphingolipids were detected using dynamic multiple reaction monitoring in positive ion mode. Source gas temperature was set to 175°C, with a gas (N_2_) flow of 15L/min and a nebulizer pressure of 30psi. Sheath gas temperature was 250°C, sheath gas (N_2_) flow of 12L/min, capillary voltage was 3500V, nozzle voltage was 500V, high-pressure RF 190V, and low-pressure RF 120V. Injection volume was 3µL and the samples were analyzed in a randomized order with the pooled QC sample injected 8 times throughout the sample queue. Mobile phase A consisted of ACN:H_2_O (60:40 vol/vol) in 10mM ammonium formate and 0.1% formic acid, and mobile phase B consisted of IPA:ACN: H_2_O (90:9:1 vol/vol/v) in 10mM ammonium formate and 0.1% formic acid. The chromatography gradient started at 15% mobile phase B, increased to 30% B over 0.7 min, increased to 60% B from 0.7 to 1.4min, increased to 80% B from 1.4 to 7.0min, and increased to 99% B from 7.0 to 7.14min, where held until 9.45min before returned to starting conditions at 9.8min. Post-time was 3.5 min and the flow rate was 0.4mL/min throughout.

Data were processed using an Agilent MassHunter Workstation equipped with Qualitative and Quantitative software packages. Pooled quality controls and process blanks were injected throughout the sample queue to ensure the reliability of acquired lipidomics data. Data exported from MassHunter Quantitative analysis was evaluated using Excel where initial lipid targets were parsed based on a relative standard deviation less than 30% in quality control samples. Additionally, only lipids with background counts in process blanks that were less than 30% of the quality controls were used for data analysis. The parsed excel data tables were normalized based on the ratio to class-specific internal standards, then to sample protein concentration.

**Real-Time PCR**

RNA was isolated using Qiazol reagent (Qiagen) with chloroform and isopropanol extraction per manufacturer recommendations and resuspended in nuclease free water. 1 µg of RNA (EPOCH, TAKE3 BioTek) was used to reverse transcribe 20 µl cDNA (iScript cDNA, Bio-Rad) in a thermocycler using the following protocol [25°C 5min, 46°C 20min, 95°C 1min, 4°C (T100, Bio-Rad)]. Real-time PCR was performed with cDNA (1:8 in nuclease-free water) with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) in a PCR system (CXF Connect, Bio-Rad). All data were normalized to ribosomal protein L32 gene expression, quantified using the delta-delta Ct (2^-ΔΔCt^) method considering fold change from relevant controls, and presented in log^10^. The following primers generated at the University of Utah DNA/Peptide Synthesis core or Bio-Rad (PrimePCR) were used:

| **Primer** | **Catalog #** | **Forward (5’-3’)/Reverse (3’-5’)** |
| --- | --- | --- |
| L32 |  | TTCCTGGTCCACAATGTCAA/  GGCTTTTCGGTTCTTAGAGGA |
| 15-HPDG |  | TCCAGTGTGATGTGGCTGAC/  ATTGTTCACGCCTGCATTGT |
| MUSA1 (FBXO30) |  | TAGTAAGGCTGTTGGAGCTGATAG/  CTGCACCAGTGTGCATAAGG |
| Traf6 (TNFR) |  | TGCAAAAGATGGAACTGAGACATC/  TGGGACAATCCTCAATAATGTGTG |
| FBXO32 (MAFbx) | qMmuCED0045679 |  |
| MSTN | qMmuCED0045853 |  |
| MyoD | qMmuCED0003826 |  |
| MyoG | qMmuCED0001043 |  |

**Western Blotting**

Proteins were isolated in ice-cold lysis buffer [50 mM Tris-HCl pH 7.5, 150 mM NaCl, 5 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1X protease and phosphatase inhibitor (Halt, ThermoFisher, Waltam, MA, USA)]. Supernatants were collected following centrifugation at 12,000 g for 15 min at 4°C. Protein concentrations were determined via assay per manufacturer recommendations (Pierce BCA, ThermoScientific). Proteins were loaded equally (20-40ug) and separated by electrophoresis using polyacrylamide gels (4-20%), then transferred to polyvinylidene difluoride membranes (Bio-Rad, Hercules, CA, USA). Ponceau S (K793, VWR, Randor, PA, USA) staining was used to visually confirm protein transfer efficiency. Membranes were blocked for 1 hr in 5% BSA-TSBT at room temperature followed by 3x washes and overnight incubation at 4°C with primary antibodies at1:1000 in 5% BSA-TBST. Following 3x washes, membranes were incubated with secondary antibodies (Cell Signaling anti-mouse 7076 and anti-rabbit 7074, CST, Danvers, MA, USA) at 1:2000 in 5% BSA-TBST for 1 hr at room temperature. Membranes were briefly incubated with ECL Prime Western Blotting Detection Reagent (RPN2236, GE Healthcare, Chicago, IL, USA) then imaged using a ChemiDoc Imaging System (Bio-Rad) and quantified with Image Lab Software (Bio-Rad). Individual proteins were corrected to background and loading controls (GAPDH or Ponceau S) while phosphorylated proteins were corrected to total and expressed as a ratio. All values were expressed as fold change compared to relevant control groups. The following primary antibodies from Cell Signaling were utilized: mTOR, #2983, p-mTOR (ser2448), #2971, 4E-BP1 #9452, p-4E-BP1 (Thr32/46) #2855, rpS6 #2217, p-rpS6 (ser240/244) #2215, SMAD2/3 #3102, ERK1/2 #9102, p-ERK1/2 (Thr202/Tyr204) #9101, p-SMAD2/3 (Ser465/467, Ser423/425) #8828, FOXO3a #2497, p-FOXO3a (Ser253) #9466, Akt #9272, p-Akt (Ser473) #9271, HSL #4107, p-HSL (Ser660) #45804, GAPDH #2118.

**Immunohistochemistry**

Frozen OCT-embedded quadriceps were cut in a longitudinal plane and the anatomically lateral portion were sectioned at a thickness of 10μm using a Leica cryostat (CM1860, Leica, Wetzlar, Hesse, Germany). To assess myofiber cross-sectional area (CSA) and myosin heavy chain (MyHC) fiber type as done before (Petrocelli et al., 2021), sections were blocked in Mouse on Mouse (M.O.M.) (MKB-2212-1, Vector Laboratories, Newark, CA, USA) for 1h. Sections were then incubated in primary antibodies; laminin at a concentration of 1:200 (L9393, Sigma-Aldrich, St. Louis, MO, USA), MyHC I 1:100 (DSHB, BA-D5), MyHC IIa 1:100 (SC-71, DSHB, Iowa City, IA, USA), MyHC IIb 1:100 (BF-F3, DSHB); in 2.5% horse serum (160501-30, Gibco, Billings, MT, USA) (in 1x PBS) overnight. Next, slides were washed and incubated in secondary antibodies; AMCA 1:500 (CI-1000, Vector Laboratories), MyHC I 1:250 (A21242, Invitrogen, Carlsbad, CA, USA), MyHC IIa 1:500 (A21121, Invitrogen), MyHC IIb 1:500 (A21426, Invitrogen); in 1x PBS for 1h. A similar number of fibers were analyzed for control and secretome treated quadriceps (2827 ± 813 vs 2547 ± 828, p=0.50). For satellite cell/muscle stem cell content, muscle sections were fixed in 4% paraformaldehyde, washed, and heated in sodium citrate buffer from 65-92°C for 20 min and cooled to room temperature for antigen retrieval. Endogenous peroxidases were blocked with 3% H_2_O_2_ followed by 1h in M.O.M. IgG blocker (MKB-2213, Vector, San Diego, CA, USA ) and 1h in 1% BSA (in 1x PBS). Muscles were incubated in primary PAX7 antibody 1:100 (Pax7c, DSHB) and laminin 1:200 (L9393, Sigma-Aldrich) overnight at 4°C. Following washes, slides were incubated in secondary antibodies for PAX7 1:1000 (15-065-205, Jackson ImmunoResearch, West Grove, PA, USA) and laminin 1:500 (A21429, Invitrogen); in 1% BSA in PBS. The Tyramide SuperBoost Kit with Alexa Fluor 568 (B40956, Invitrogen) was used following the manufacturer’s instructions to amplify the PAX7 signal. Slides were finally incubated for 5 min in DAPI 1:10,000 (D3571, Invitrogen) then washed again. To assess capillarization, muscle sections were fixed in acetone for 10 min at -20°C, washed, then blocked in 3% H2O2 7 min. Next slides were washed and blocked in 2.5% NHS for 1h then washed again. Muscles were incubated in primary CD31 antibody 1:100 (550274, BD Biosciences, Franklin Lakes, NJ, USA) and laminin 1:200 (L9393, Sigma-Aldrich) overnight at 4°C. Following washes, slides were incubated in secondary antibodies for CD31 1:250 (A10522, ThermoFisher) and laminin 1:500 (A21429, Invitrogen) for 1hr in 2.5% NHS. Slides were then washed, incubated in DAPI 1:10,000 (D3571, Invitrogen), then washed again. To visualize collagen turnover (Ferrara et al., 2022; Fix et al., 2021; Petrocelli et al., 2021), we examined the expression of collagen hybridizing peptide, a marker of collagen breakdown (Hwang et al., 2017), to collagen IV, which is prominent in the basement membrane of skeletal muscle (Gelse, Pöschl, & Aigner, 2003). Slides were fixed in acetone for 10 min at -20°C, washed, then blocked in 2.5% NHS for 1 hour. 15 µM biotinylated-collagen hybridizing peptide (B-CHP) was incubated at 80°C for 5 min then quickly cooled in ice water. Slides were incubated in B-CHP (3-Helix, Salt lake City, UT, USA) plus primary antibody for collagen IV (COL-IV) 1:100 (ab6586, Abcam, Cambridge, UK) overnight at 4°C. Slides were washed then incubated in Dylight 1:200 (SA5549, Thermofisher) plus secondary antibody for collagen IV 1:250 (21245, Invirogen) for 1 hr. Following washes, slides were incubated in DAPI 1:10,000 (D3571, Invitrogen), then washed again. All slides were mounted with vector shield fluorescent mounting media (H-1000, Vector, San Diego, CA, USA). Stained sections were imaged on a Zeiss Slide Scanner Axio Scan.Z1 (Carl Zeiss Inc., Oberkochen, DE) at 10x (CSA-MyHC, B-CHP/COL-IV) or 20x (PAX7, CD31) objective. CSA-MyHC and CD31 Images were adjusted for contrast and brightness using Fiji software (v2.9.0) (Schindelin et al., 2012) and analyzed using semi-automatic muscle analysis using segmentation of histology: a MATLAB application (SMASH) as described previously (Smith & Barton, 2014). Satellite cells were counted with Fiji and determined by average co-occurrence with Pax7+ and DAPI+ positive cells for each sample across 3 randomly selected fields. Collagen turnover (B-CHP/COL-IV) was assessed using the Nikon Elements Advanced Research software (Nikon, Tokyo, Japan) as previously described (Petrocelli et al., 2021).

**Cell Culture and Treatment**

C2C12 myoblasts (CRL-1772, ATCC, Manassas, VA, USA) were expanded according to manufacturer recommendations and cultured into differentiated myotubes for experiments. Cells were plated at approximately 5x10^3^ cells/cm^2^ in 6-well dishes (140675, Thermofisher) and grown to confluence for ~6 days in growth medium (DMEM 4.5 g/dL, 10% FBS, 1% penicillin-streptomycin) then differentiated into myotubes for ~4 days in myotube differentiation medium (DMEM 4.5 g/dL, 2% HS, 1% penicillin-streptomycin). For direct secretome experiments, differentiated cells were incubated with fresh myotube differentiation media containing 4% secretome product for 24 hours. Cells were washed 3x in PBS, fixed in ice cold paraformaldehyde (4%) for 30 min, permeabilized in triton x-100 (0.1% in PBS) for 10 min, and washed 3x again. Cells were incubated in with myosin heavy chain 4 conjugated antibodies (MF20, eBioscience, San Diego, CA, USA) for 1 hour (3% HS in PBS) at room temperature followed by 10 min in DAPI at 1:10,000 (D3571, Invitrogen) and 3x washes. Cells were imaged in triplicate (EVOS FL, Invitrogen) and averaged per well across condition replicates. Myotube area was determined as the field of view covered by functional myotubes (3+ nuclei) and fusion index as the number of nuclei contained within functional myotubes compared to total nuclei. Subsequent groups of fully differentiated control and secretome treated cells (4%) were washed 3x and incubated in fresh differentiation media for 3 hours to acquire cultured media. Cultured media was collected and pooled, centrifuged (150xg, 7 min) to remove cellular debris, and frozen at -20°C. Collected C2C12 culture media (n=7) as well as undiluted secretome product (n=3) was assessed for IL-6 concentrations using a Mouse IL-6 Immunoassay (Quantikine ELISA M6000B-1, R & D Systems, Minneapolis, MN, USA) per manufacturer recommendations. Finally, a separate group of differentiated C2C12’s were incubated in the cultured media previously described for 24 hours followed by the same analyses as above.

3T3-L1 fibroblasts (CL-173, ATCC) were expanded according to manufacturer recommendations and cultured into adipocytes for experiments (Montanari, Boschi, & Colitti, 2019). Cells were plated at approximately 3x10^3^ cells/cm^2^ in 6- and 8-well chamber slides (177445, Thermofisher) for 5-7 days until 100% confluent in growth medium followed by 3 days in adipocyte differentiation medium (DMEM/F-12, 10% FBS, 1% penicillin-streptomycin, 1 ug/mL insulin, 0.5 µM dexamethasone, 0.5 mM isobutylmethylxanathine). Media was replaced every 48-72 hours during this period. Following differentiation, cells were kept in maintenance medium (DMEM/F-12, 10% FBS, 1% penicillin-streptomycin, 1 ug/mL insulin) for 24 hours. For direct secretome experiments 5% and 20% of total maintenance media was replaced with the secretome product while maintaining insulin concentration for 24 hours. Following control and secretome treatment conditions, additional groups of adipocytes were maintained in maintenance medium without serum or insulin for ~16 hours. Cells were then spiked with insulin (100 nM) for 15 min and lysed for protein analysis as detailed previously. For indirect secretome experiments, the C2C12 culture media as described above was used to incubate adipocytes for 24 hours at 20% replacement. As indirect experiments were performed 3+ months following initial experiments and required use of completely new reagents and a different microscope of the same model, we repeated untreated controls for normalization. To assess lipid droplets, cells were stained with BODIPY (Thermofisher, D3922). Briefly, cells were rinsed, fixed in 4% PFA for 25 min, washed, then incubated in 2 µM BODIPY for 60 min in the dark. Cells were then washed, incubated in DAPI 1:10,000 for 15 min, and washed again. Cells were mounted (H-1000, Invitrogen), sealed, and imaged at 40x for direct experiments (SP8 Confocal White Light, Leica Microsystems, Wetzlar, DE), and 20x for indirect experiments (SP8 Confocal 4-Channel), Leica Microsystems). Lipid droplets were analyzed with Fiji by thresholding and analyzing area across a minimum of four images per condition replicate. Additionally, lipid droplet count and particle properties were analyzed using ALDQ (Exner et al., 2019) and MorphoLibJ (Legland, Arganda-Carreras, & Andrey, 2016) plugins.

Specific Reagents:

- DMEM 4.5 g/L D-glucose (Thermofisher, 11965-092).
- DMEM/F-12 + GlutaMAX (Thermofisher, 2537548).
- Fetal Bovine Serum (FBS) (Gen Clone, 25-550).
- Penicillin-streptomycin (Thermofisher, 15140122).
- Insulin Solution 10 mg/mL (Sigma, I0516).
- Dexamethasone (Sigma, D4902).
- 3-Isobutyl-1-methylxanathine (Sigma, I5879).

References

Exner, T., Beretta, C. A., Gao, Q., Afting, C., Romero-Brey, I., Bartenschlager, R., . . . Füllekrug, J. (2019). Lipid droplet quantification based on iterative image processing. *J Lipid Res, 60*(7), 1333-1344. doi:10.1194/jlr.D092841

Ferrara, P. J., Yee, E. M., Petrocelli, J. J., Fix, D. K., Hauser, C. T., de Hart, N. M. M. P., . . . Drummond, M. J. (2022). Macrophage immunomodulation accelerates skeletal muscle functional recovery in aged mice following disuse atrophy. *J Appl Physiol (1985), 133*(4), 919-931. doi:10.1152/japplphysiol.00374.2022

Fix, D. K., Ekiz, H. A., Petrocelli, J. J., McKenzie, A. M., Mahmassani, Z. S., O'Connell, R. M., & Drummond, M. J. (2021). Disrupted macrophage metabolic reprogramming in aged soleus muscle during early recovery following disuse atrophy. *Aging Cell, 20*(9), e13448. doi:10.1111/acel.13448

Gelse, K., Pöschl, E., & Aigner, T. (2003). Collagens--structure, function, and biosynthesis. *Adv Drug Deliv Rev, 55*(12), 1531-1546. doi:10.1016/j.addr.2003.08.002

Hwang, J., Huang, Y., Burwell, T. J., Peterson, N. C., Connor, J., Weiss, S. J., . . . Li, Y. (2017). In Situ Imaging of Tissue Remodeling with Collagen Hybridizing Peptides. *ACS Nano, 11*(10), 9825-9835. doi:10.1021/acsnano.7b03150

Legland, D., Arganda-Carreras, I., & Andrey, P. (2016). MorphoLibJ: integrated library and plugins for mathematical morphology with ImageJ. *Bioinformatics, 32*(22), 3532-3534. doi:10.1093/bioinformatics/btw413

Montanari, T., Boschi, F., & Colitti, M. (2019). Comparison of the Effects of Browning-Inducing Capsaicin on Two Murine Adipocyte Models. *Front Physiol, 10*, 1380. doi:10.3389/fphys.2019.01380

Petrocelli, J. J., Mahmassani, Z. S., Fix, D. K., Montgomery, J. A., Reidy, P. T., McKenzie, A. I., . . . Drummond, M. J. (2021). Metformin and leucine increase satellite cells and collagen remodeling during disuse and recovery in aged muscle. *FASEB J, 35*(9), e21862. doi:10.1096/fj.202100883R

Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., . . . Cardona, A. (2012). Fiji: an open-source platform for biological-image analysis. *Nat Methods, 9*(7), 676-682. doi:10.1038/nmeth.2019

Smith, L. R., & Barton, E. R. (2014). SMASH - semi-automatic muscle analysis using segmentation of histology: a MATLAB application. *Skelet Muscle, 4*, 21. doi:10.1186/2044-5040-4-21

# Supplementary material for: Stem cell secretome treatment improves whole‐body metabolism, reduces adiposity, and promotes skeletal muscle function in aged mice
**Source:** Aging Cell. 2024 Mar 18;23(6):e14144. doi: 10.1111/acel.14144
**Supplement:** Supplementary file 4 — Tables S1–S2.

**Supplemental Table 1.** Tissue Weights

|  | **Quadriceps (mg)** | | | **Gastrocnemius (mg)** | | | **Adipose (mg)** | | | **Secondary Tissue** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Right** | **Left** | **Combined** | **Right** | **Left** | **Combined** | **I-WAT** | **E-WAT** | **Combined** | **Heart (mg)** | **Liver (mg)** | **Femur (*au*)** |
| **Control** | 165.3 ± 16.7 | 169.2 ± 23.7 | 334.5 ± 31.7 | 119.2 ± 14.4 | 139.2 ± 10.2 | 258.4 ± 22.5 | 591.7 ± 152.9 | 772.2 ± 266.1 | 1363.9 ± 323.3 | 168.4 ± 15.0 | 1408.6 ± 190.2 | 17.8 ± 3.2 |
| **Secretome** | 190.1 ± 18.9 | 191.0 ± 15.9 | 379.1 ± 31.1 | 130.4 ± 21.8 | 142.8 ± 16.5 | 273.2 ± 32.4 | 462.0 ± 103.4 | 723.1 ± 273.0 | 1246.9 ± 429.8 | 174.1 ± 29.1 | 1590.3 ± 139.2 | 21.7 ± 6.0 |
| ***T-Test*** | **0.01* | **0.02* | **<0.01* | *0.12* | *0.30* | *0.15* | **0.03* | *0.36* | *0.26* | *0.63* | *0.06* | *0.26* |
| Tissue and organ weights following 4-weeks for control and secretome treated mice. Muscle tissues include right, left, and combined weights for quadriceps and gastrocnemius. Adipose tissues include I-WAT, E-WAT, and combined depots. Heart and liver weights are absolute while femur units indicate the ratio between bone volume and trabecular thickness. All data presented as mean ± SD. n=8 for muscles, adipose, and organs, n=5 for femurs. Analyzed via t-tests. * indicates significant difference between conditions. | | | | | | | | | | | | |

**Supplemental Tables 2.** Tissue Weights Corrected to Body Mass

|  | **Quad. (au)** | | | **Gast. (au)** | | | **Adipose (au)** | | | **Secondary Tissues** |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Right** | **Left** | **Combined** | **Right** | **Left** | **Combined** | **I-WAT** | **E-WAT** | **Combined** | **Heart (g)** | **Liver (g)** |
| **Control** | 4.95 ± 0.37 | 5.06 ± 0.51 | 10.01 ± 0.41 | 3.57 ± 0.33 | 4.17 ± 0.14 | 7.74 ± 0.39 | 14.93 ± 6.14 | 22.92 ± 7.21 | 37.85 ± 8.10 | 5.05 ± 0.42 | 42.33 ± 6.12 |
| **Secretome** | 5.16 ± 0.54 | 5.40 ± 0.46 | 10.56 ± 0.76 | 3.70 ± 0.64 | 4.04 ± 0.34 | 7.74 ± 0.85 | 13.08 ± 2.82 | 20.45 ± 7.60 | 33.53 ± 9.21 | 4.92 ± 0.72 | 45.28 ± 3.44 |
| ***T-Test*** | *0.39* | *0.18* | *0.09* | *0.61* | *0.32* | *0.99* | *0.28* | *0.67* | *0.45* | *0.52* | *0.34* |
| Tissue and organ weights following 4-weeks for control and secretome treated mice corrected to body mass. Muscle tissues include right, left, and combined ratios for quadriceps and gastrocnemius. Adipose tissues include I-WAT, E-WAT, and combined depots. Secondary tissues include heart and liver weights. All data presented as mean ± SD. n=8 . Analyzed via t-tests. * indicates significant difference between conditions. | | | | | | | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

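Quadriceps muscle of male C57BL/6 mice, 26 to 28 months old, was taken 3 h after a single injection of saline or secretome, and the counts of all 20 muscles were used, 10 of each treatment. The condition and number of each muscle came from the sample labels. The authors prepared stranded libraries from total RNA depleted of ribosomal RNA, sequenced them in pairs, and counted reads per gene. The deposited values are whole-number counts without normalization, in 1 column per mouse, and no pair of columns was identical. Every column of the table was matched to a sample. Counts on identifiers with a gene symbol made up at least 98.6% of each library. The authors tested the counts with DESeq2 and the hciR package and used fast gene set enrichment. The paper's sequencing depth is given in read pairs, while the totals here are reads counted on genes, and the step between them is not in the files.

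Genes were filtered with filterByExpr of edgeR 4.0.16 in R 4.3.3, which kept 14471 of 55416 genes, and normalized with TMM. The treatments were compared with the robust quasi-likelihood F-test, with the treatment as the only term and Benjamini-Hochberg adjustment at a 5% false discovery rate. Standard errors were taken as the log2 fold change over the root of F. The genes named in the text were set by a rule written before the data were examined: every gene of a list drawn from the paper, the 5 higher and 5 lower genes with the smallest p among those past the false discovery rate with a symbol and a mean of at least 1 CPM (counts normalized for library size), and the 2 genes with the smallest p of each list discussed. That list holds 33 genes: the targets and the reference of the qPCR, western blot targets, genes of proteins stained in the muscle, Il6, and microRNA targets of Table 1. It leaves out other names in the paper, such as Akt and the secreted factors of Table 1. Of the 33, 31 were tested, 6 had an unadjusted p under 0.05, and 0 passed the false discovery rate. Il6 and Tac1 were not tested, with at most 28 and 4 counts in a library.

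Gene sets were tested with fgsea 1.28.0 on genes ranked by the signed root of F. They were the mouse Reactome sets of that package, of which 660 had 15 to 500 tested genes, and 29 gene lists written before the data were examined, of which 27 had at least 5 tested genes. Gene identifiers were joined to the sets through GENCODE M21, the annotation available here, and 96.5% of the identifiers in the sets were found. A score per mouse and list was the mean, over the genes of the list, of log2 normalized counts (CPM, prior count 2) minus the mean of that gene over all mice. Scores were compared by a two-sided permutation test with 100000 resamples, adjusted over the 27 lists. Comparisons of 5 mice against 5 used all rearrangements.

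The alternatives set before the data were examined were DESeq2 1.42.0, the RLE normalization, no filter on low counts, the replicate number as a block, voom of limma 3.58.1 with quality weights, 1 surrogate variable from sva 3.50.0, a 10% false discovery rate, a linear fold change of 1.5, ranking by log2 fold change, camera and fry in place of fgsea, other forms of the score, and each of the 20 muscles left out in turn. Added after the data were seen were a term for libraries 6 to 15 against the others, a term for the 3 ranges of library numbers (1 to 5, 6 to 15 and 16 to 20), and the removal of trends on GC content and transcript length from each library. Before these ranges were defined, replicates 1 to 5 had been compared with replicates 6 to 10 of each treatment, and the same muscles regrouped.

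The procedure was tested on simulated counts with the means and dispersions of these libraries. Each gene was drawn on its own, without correlation between genes and without differences between ranges of library numbers. The simulation therefore does not test how the enrichment tests and scores behave with such features. With 199 genes changed by a factor of 2, edgeR recovered 152, all with the right sign, and called 5 unchanged genes. DESeq2 called 197 genes, of which 170 were among those changed by a factor of 2. That simulation also lowered the antigen presentation list, whose genes are left out of the 5. How many of the other DESeq2 calls were unchanged genes was not counted. With no gene changed, edgeR called 0 genes, DESeq2 called 2, and the scores called 1 of 27 lists. The protein measurements and the results at 4 weeks have no deposited data and were left out.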

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

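Of the tests below, the one on the immune scores of control replicate 3 was chosen only after its result was seen, and the splits within libraries 6 to 15 use a range drawn from the counts. In each group of 10 mice, a value was examined when its gap to the nearest other mouse as a share of the range of the group exceeded the critical value of Dixon's test. Of 72 groups of values tested, 5 held such a value, where chance gives about 3.6.

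Control replicate 3 had a neutrophil marker score of 2.50, against 0.53 in the next control. With the GC and length trends removed from each library, its gap was still 0.472 of the range, which argues against those trends. Its macrophage, inflammatory, interferon and antigen presentation scores were also rank 1 among the 10 controls, so more immune cells of several types in that muscle remain a candidate explanation. The most abundant gene of the neutrophil list, Csf3r, had 11.7 ± 21.2 CPM in controls. No condition in the design separates this mouse from the other controls, and no biological cause was tested beyond the ranks of its immune scores.

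Control replicate 9 had a score of -2.54 for the protein-coding genes of the mitochondrial genome, against -0.74 in the next control, and its gap was 0.49 of the range with the trends removed. Control replicate 8 had a score of 0.185 for IGF, Akt and mTOR signaling, against 0.006 in the next control. With the trends removed, that gap was 0.396 of the range, below the limit, so GC content or transcript length may account for it. Secretome replicate 10 had a denervation marker score of -1.39, against -0.53 in the next mouse, and its gap was 0.488 of the range with the trends removed. Secretome replicate 9 had a log2 CPM of 6.62 for Myod1, against 5.14 in the next mouse, with a gap of 0.59 of the range after the trends were removed. For the mitochondrial, denervation and Myod1 values, this argues against GC content and transcript length, and no other explanation was tested.

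Plxnb2, which the paper's text does not mention, was the gene past the 5% false discovery rate, with a log2 fold change of -0.526. In 100 splits of the 20 mice, the treatment included, 1 gave at least 1 gene, which was the treatment. In 100 splits that kept 5 mice of each group within libraries 6 to 15, 3 did. With every library thinned to the smallest total, 0 genes passed, so its call is at the edge of what these libraries resolve.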

How the results depend on the processing

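Where no cause is named below, the cause was not tested. The main count of 1 gene past the 5% false discovery rate became 213 with DESeq2 (67 higher, 146 lower), 3 with voom and quality weights, 3 at a 10% false discovery rate, 2 with GC and length offsets, and 0 with the 3 ranges of library numbers as a term, which leaves 5 mice against 5. It ranged from 0 without control replicate 6 to 15 without control replicate 5. Plxnb2 kept its direction in every fit with an adjusted p from 3.18e-05 to 0.789. It passed the 5% false discovery rate in 13 of the 20 fits that each left out a mouse. It did not pass without a filter on low counts (adjusted p = 0.0753) or with the replicate number as a block (adjusted p = 0.0838). With the 1.5 log2 cutoff, the count of 0 became 48 with DESeq2 and ranged from 0 to 1 (without control replicate 5). With each mouse left out of DESeq2, chosen after seeing the data, the 213 ranged from 66 (without control replicate 3) to 480 (without control replicate 10), and the 48 from 18 to 93 without the same 2 mice.

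The replicate number as a block gave 0 genes, and adjusted p-values of 0.103 for fatty acid oxidation and 0.0526 for IGF, Akt and mTOR signaling. Muscles with the same number were not paired: the correlations of their deviations ranged from -0.24 to 0.221, and 2 of 10 exceeded 0.1.

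The 107 Reactome pathways (41 higher, 66 lower) became 161 with DESeq2 (79 higher, 82 lower), 66 with voom (15 higher, 51 lower), 60 when ranked by log2 fold change (9 higher, 51 lower), 58 in camera with a correlation of 0.01 (19 higher, 39 lower), and 0 in camera with an estimated correlation and in fry. The 3 ranges of library numbers as a term gave 137 pathways, 2 higher and 135 lower. In fits that each left out one mouse, the count ranged from 87 to 130. The 10 fixed lists became 0 in camera with an estimated correlation and in fry, and otherwise ranged from 7 to 15.

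In camera with an estimated correlation, adjusted p was 0.528 for the tricarboxylic acid cycle, cytosolic ribosome, IGF, Akt and mTOR, interferon, antigen presentation and complement lists and 0.836 for fatty acid oxidation. In fry it was 0.25 for the tricarboxylic acid cycle, cytosolic ribosome and interferon lists, 0.729 for fatty acid oxidation, 0.262 for IGF, Akt and mTOR, 0.154 for antigen presentation and 0.169 for complement. Both kept the direction of each. The interferon, antigen presentation, complement, cytosolic ribosome and tricarboxylic acid cycle lists passed in every other fit, except the last with the 3 ranges of library numbers as a term.

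That term, chosen after seeing the data, reversed the tricarboxylic acid cycle list (normalized enrichment score -0.85, adjusted p = 0.751), the fatty acid oxidation list (-2.03, adjusted p = 0.000579), the IGF, Akt and mTOR list (-0.99, adjusted p = 0.559), the Reactome citric acid cycle (-1.16, adjusted p = 0.505) and mitochondrial beta-oxidation (-1.74, adjusted p = 0.0485), and Fbxo32 (log2 fold change -0.111). It brought the inflammatory list to an adjusted p of 0.0175 (-1.65).

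Fatty acid oxidation had an adjusted p of 0.609 with voom, 0.0742 with libraries 6 to 15 as a term and 0.0846 in camera with a correlation of 0.01, and from 0.000879 (without secretome replicate 2) to 0.493 (without secretome replicate 6) with each mouse left out. IGF, Akt and mTOR signaling had 0.0932 with voom, 0.0745 when ranked by log2 fold change, and from 0.00446 (without control replicate 8) to 0.139 (without control replicate 4). The inflammatory list had 0.03 when ranked by log2 fold change and from 0.00818 (without secretome replicate 8) to 0.988 (without control replicate 3). The oxidative phosphorylation list turned higher with 1 surrogate variable (1.01, adjusted p = 0.526) and with GC and length offsets (1.28, adjusted p = 0.124), and ranged from 0.00208 (lower, without secretome replicate 9) to 0.933 (without secretome replicate 2).

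The Reactome beta-oxidation pathway had an adjusted p of 0.0504 with RLE, 0.377 with voom, 0.0616 when ranked by log2 fold change, 0.0847 in camera with a correlation of 0.01 and 0.114 with libraries 6 to 15 as a term, and from 0.00623 (without secretome replicate 2) to 0.282 (without secretome replicate 6) with each mouse left out. Cytokine signaling had 0.0729 with 1 surrogate variable, 0.485 in camera with a correlation of 0.01 and up to 0.175 (without control replicate 3). Chemokine receptors had 0.078 with the replicate number as a block and up to 0.122 (without control replicate 3). Reactome mTOR signalling had 0.1 with voom, 0.0501 when ranked by log2 fold change and up to 0.0572 (without control replicate 4). With the 3 ranges of library numbers as a term it had 0.853.

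The number of list scores past the 5% false discovery rate became 1 without a filter on low counts and ranged from 0 to 2 (without control replicate 5) with each mouse left out. Score differences ranged from 0.0646 (without control replicate 2) to 0.105 (without control replicate 8) for IGF, Akt and mTOR, -0.533 (without control replicate 5) to -0.326 (without control replicate 3) for interferon, -0.838 (without control replicate 8) to -0.599 (without control replicate 3) for antigen presentation, and -0.243 (without secretome replicate 8) to 0.0409 (without control replicate 3) for the inflammatory list. The oxidative phosphorylation score turned to 0.0169 with GC and length offsets. Among the qPCR targets adjusted over the list alone, 1 passed with voom, and 0 or 1 (without control replicate 1) with each mouse left out. Over all genes tested, none of the targets passed under any alternative.

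Of 144 values of 16 single genes under the alternatives, 136 were the same, 3 weaker and 5 stronger, and of 156 values of 12 single pathways, 115 were the same, 39 weaker and 2 reversed. A value counted as the same when its direction and its side of the 5% false discovery rate did not change, whatever its size. Of the 16 genes, only Plxnb2 passed in the main fit. Idh3a, with log2 fold changes from 0.134 to 0.352, counted as the same throughout. The 16 genes do not include Fbxo30, Traf6 and Fbxo32, of which Fbxo32 reversed with the 3 ranges of library numbers as a term (log2 fold change -0.111).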

Differences from the paper's values

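The paper gives no fold changes or pathway scores in its text for the RNA sequencing, and its figure of the acute response was not among the files.

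The paper states that the transcripts of 3 E3 ubiquitin ligases were lower by qPCR after the secretome. In the counts, Fbxo30, Traf6 and Fbxo32 had log2 fold changes of 0.29, 0.13 and 0.11, and none passed the 5% false discovery rate. Under every alternative set before the data were examined, all 3 were higher. With each muscle left out, the log2 fold change of Fbxo32 ranged from 0.00463 (without secretome replicate 10) to 0.215 (without control replicate 9). With the 3 ranges of library numbers as a term, chosen after seeing the values, Fbxo32 was lower by a log2 fold change of -0.11 (adjusted p = 0.92), while Fbxo30 and Traf6 stayed higher at 0.25 and 0.12.

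The paper states an increase in hypertrophy and mitochondrial pathways. In the counts, the citric acid cycle and mTOR signalling passed the 5% false discovery rate over all mice, but with the 3 ranges of library numbers as a term, chosen after seeing the values, the tricarboxylic acid cycle list had a normalized enrichment score of -0.85. The list for oxidative phosphorylation was higher past the threshold under no alternative.

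The paper states lower inflammatory responses. Among Reactome pathways, cytokine signaling in the immune system (normalized enrichment score -1.62, adjusted p = 0.00569) and chemokine receptors (-1.81, adjusted p = 0.0218) were lower past the threshold, while signaling by interleukins (1.19, adjusted p = 0.437) and inflammasomes (-1.18, adjusted p = 0.587) did not pass. The fixed inflammatory list did not pass over all mice (adjusted p = 0.116), and without control replicate 3 its normalized enrichment score was 0.64 (adjusted p = 0.988). It passed when genes were ranked by log2 fold change (adjusted p = 0.03), an alternative set before the data were examined, in 7 of the 20 fits that each left out a mouse, with adjusted p from 0.00818 upward, with the 3 ranges of library numbers as a term (adjusted p = 0.0175), and within libraries 6 to 15 (adjusted p = 0.00862), the last 2 chosen after seeing the values.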

Other observations

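The tests of library ranges, GC content, cell types, the clock, Rpl32 and microRNA targets were chosen only after the results they bear on were seen. The splits, the thinning and the removal of abundant genes were chosen before their own values were seen but after the counts of genes and pathways, and the splits and reassignments by library range also after those ranges had been drawn from the counts.

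The treatment gave 107 Reactome pathways and 10 fixed lists, and of 100 splits of the 20 mice, 60 gave as many pathways and 65 as many lists. The other splits gave a median of 117 pathways and 11 lists. Among 100 splits that kept 5 mice of each group within libraries 6 to 15, 46 gave as many pathways and 65 as many lists. The number of pathways past the threshold is therefore no larger than unrelated groups of these muscles give. The split of libraries 6 to 15 from the others gave 54 pathways, 13 lists and 435 genes. Library size does not account for the pathway count, which was 104 with every library thinned to the smallest total, nor do a few abundant genes, with 110 pathways after the 10 most abundant genes were removed.

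DESeq2 gave 213 genes, and 2 of the 100 splits gave as many. Past the 1.5 log2 cutoff it gave 48 genes, all lower, and 1 of the 100 splits gave as many. The counts of genes under DESeq2 were thus rarely reached by other groupings. Without control replicate 3 it gave 66 genes, and without control replicate 10 it gave 480 genes, 93 of them past the cutoff. It gave 37 genes within libraries 6 to 15, 2 of them past the cutoff, and between the other libraries 512 genes. The 48 genes may in part reflect 1 control mouse with more lymphocytes or other immune cells: without control replicate 3, 18 passed, and 16 of the 48 were still among the genes past the false discovery rate. Of the 48, 14 were highest in control replicate 3, 13 in control replicate 6 and 10 in control replicate 2.

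With treatment as a term, 518 genes differed between libraries 6 to 15 and the others, and 1 of 100 splits with 5 mice of each treatment on each side gave as many. The other splits gave at most 1 gene, which argues against an arbitrary grouping of these mice as the source of the 518. Those ranges were drawn from the same counts, and no other split was picked that way. How much that choice adds to the 518 is therefore not decided. The effect of treatment differed between these libraries in 8 genes, Clec2d and Hspd1 among them, named after their values were seen, and 2 of 100 reassignments of the treatment gave as many. No label or statement of the paper says how libraries were prepared or sequenced in batches.

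The higher mitochondrial and growth lists may come from a difference in preparation or sequencing between libraries 1 to 5 and 16 to 20. Of the tricarboxylic acid cycle, fatty acid oxidation and IGF, Akt and mTOR lists, 0 were higher past the threshold within libraries 6 to 15, and the fatty acid oxidation list was lower there (normalized enrichment score -1.99, adjusted p = 0.00271, a test that permutes genes). The treatment and a batch cannot be told apart between libraries 1 to 5 and 16 to 20, since each holds 1 treatment. A response to the secretome in the 5 treated mice of libraries 16 to 20 stays open. Over 14415 genes, the signed root of F followed GC content (Spearman rho -0.405) and transcript length (rho 0.222), so both bear on the whole ranking. For the tricarboxylic acid cycle list they are argued against, since it had an adjusted p of 5.39e-07 with those trends removed. A different time of collection was examined through the evening clock genes, whose score did not differ between libraries 1 to 5 and 16 to 20 (exact permutation test, p = 0.262), but 5 mice against 5 leave a small shift open. Within libraries 6 to 15, where the tricarboxylic acid cycle and fatty acid oxidation lists were not higher, the same score differed by 0.21 (exact permutation test, p = 0.0238). The protein-coding genes of the mitochondrial genome did not follow those lists: they were higher within libraries 6 to 15 (normalized enrichment score 1.98, adjusted p = 0.00346) and lower between the others (-2.09, adjusted p = 0.000313). Control replicate 9, with a score of -2.54 for these genes, weighs on the value within libraries 6 to 15.

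For the lower immune lists, the ranges of library numbers stay open as the cause for interferon and antigen presentation. For complement, the values within libraries 6 to 15 argue against them as the whole cause, but only with adjustment over 3 scores. A shift between libraries 10 and 11 was not separated from the treatment. Within libraries 6 to 15, the interferon, antigen presentation and complement lists were lower with adjusted p up to 0.000399 when genes were permuted. With the mouse as the unit, a test added and complement set apart after the values were seen, the exact p of their scores there was 0.0635, 0.119 and 0.00794. Adjusted over the 3 scores, complement had 0.0238 and the highest of the others was 0.119. The complement score differed by -0.53 there and by -0.52 over all mice. With the 3 ranges as a term, the 3 lists stayed past the threshold, in a test that permutes genes (adjusted p up to 0.000579). With treatment permuted within libraries 6 to 15 and within the others, the p of the scores was 0.0203 for interferon, 0.00378 for antigen presentation and 0.00362 for complement, but this keeps the comparison of libraries 1 to 5 with 16 to 20. With GC and length trends removed, their highest adjusted p was 5.88e-07. The adjusted p-values permute genes, which unrelated splits of these mice also pass, and fry gave from 0.154 to 0.25. The macrophage list was lower as well (normalized enrichment score -2.05, adjusted p = 0.000195), and 3 of its genes are also in the complement list. Its most abundant gene, Lyz2, had 54.3 ± 23.7 CPM in control and 36.4 ± 19.7 in secretome-treated muscle. The adipocyte list was lower (-1.78, adjusted p = 0.00723). A higher share of muscle fibre RNA against all other cells could give such values. It predicts a like fall in all other cell types, and within libraries 6 to 15 the macrophage score fell more than the fibroblast score by 0.645 (exact permutation test, p = 0.0238 before any adjustment) and more than the endothelial score by 0.444 (p = 0.159). Over all mice, these contrasts were 0.22 (two-sided permutation test, p = 0.445) and 0.404 (p = 0.232). When genes were permuted within libraries 6 to 15, extracellular matrix organization was lower (-2.193, adjusted p = 3.12e-08). So were the adipocyte (-1.915, adjusted p = 0.00346) and endothelial (-1.862, adjusted p = 0.00768) lists. The fibroblast (0.871, adjusted p = 0.702) and nerve (-1.067, adjusted p = 0.518) lists did not pass. A higher share of fibre RNA therefore stays open. Fewer immune cells at 3 h and lower expression per cell both stay open as effects of the secretome.

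Cytosolic ribosomal proteins were lower, which the paper's text does not mention. Their list had an adjusted p of 2.34e-12 with libraries thinned to the smallest total and 1.18e-07 with GC and length trends removed, which argues against library size and those trends. Heat shock genes were higher (normalized enrichment score 2.18, adjusted p = 0.000925), and their score differed by -0.14 within libraries 6 to 15 and by 0.53 between the others.

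Normalization to Rpl32 is argued against as the source of the difference in direction for the E3 ligases. Relative to Rpl32 in the same muscle, Fbxo30 was higher by 0.52 on the log2 scale (two-sided permutation test, p = 4e-05), Traf6 by 0.313 (p = 0.0314) and Fbxo32 by 0.33 (p = 0.129). Within libraries 6 to 15, the values were 0.37, 0.22 and 0.03.

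If the microRNAs of the secretome vesicles had acted by 3 h, their targets named in Table 1 might be lower. Of 9 such genes tested, 5 were higher and 4 lower, and their mean score differed by -0.0154 (two-sided permutation test, p = 0.856). An effect on a few of them stays open.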
